# Glucocorticoid receptor regulates protein chaperone, circadian clock and affective disorder genes in the zebrafish brain

**DOI:** 10.1242/dmm.050141

**Published:** 2023-10-02

**Authors:** Helen Eachus, Lara Oberski, Jack Paveley, Irina Bacila, John-Paul Ashton, Umberto Esposito, Fayaz Seifuddin, Mehdi Pirooznia, Eran Elhaik, Marysia Placzek, Nils P. Krone, Vincent T. Cunliffe

**Keywords:** DNA methylation, Glucocorticoid, Nervous system, Transcriptome

## Abstract

Glucocorticoid resistance is commonly observed in depression, and has been linked to reduced expression and/or function of the glucocorticoid receptor (NR3C1 in human, hereafter referred to as GR). Previous studies have shown that GR-mutant zebrafish exhibit behavioural abnormalities that are indicative of an affective disorder, suggesting that GR plays a role in brain function. We compared the brain methylomes and brain transcriptomes of adult wild-type and GR-mutant zebrafish, and identified 249 differentially methylated regions (DMRs) that are regulated by GR. These include a cluster of CpG sites within the first intron of *fkbp5*, the gene encoding the glucocorticoid-inducible heat shock protein co-chaperone Fkbp5. RNA-sequencing analysis revealed that genes associated with chaperone-mediated protein folding, the regulation of circadian rhythm and the regulation of metabolism are particularly sensitive to loss of GR function. In addition, we identified subsets of genes exhibiting GR-regulated transcription that are known to regulate behaviour, and are linked to unipolar depression and anxiety. Taken together, our results identify key biological processes and novel molecular mechanisms through which the GR is likely to mediate responses to stress in the adult zebrafish brain, and they provide further support for the zebrafish GR mutant as a model for the study of affective disorders.

## INTRODUCTION

The dynamic interactions between an organism and its environment can modify phenotypes by modulating gene expression across the life course. The central nervous system (CNS) integrates sensory information about the external environment with information about the internal physiology of the body to maintain homeostasis. Perception or anticipation of stressful stimuli can elicit a wide range of adaptive responses in animals, including heightened cognition, mobilisation of energy stores and the activation of locomotor responses (McEwen, 2012). These changes can mitigate the adverse impacts of an environmental stressor and enable physiological set points to be restored once exposure to a stressful stimulus has been curtailed. The combination of adaptive physiological responses to behavioural stressors that maintain or restore homeostasis is known as allostasis, a process that is coordinated within the mammalian CNS by interactions between the limbic system and the hypothalamic–pituitary–adrenal (HPA) axis (McEwen and Wingfield, 2010). Stress-induced activation of the HPA axis causes the adrenal gland to release glucocorticoid hormones, such as cortisol or corticosterone, into the circulation, which coordinate allostasis throughout the body. In vertebrates, the primary mediator of glucocorticoid signalling in response to stressors is the glucocorticoid receptor (NR3C1 in human, hereafter referred to as GR), a sequence-specific DNA-binding transcription factor, the transport of which from the cytoplasm to the nucleus is regulated by binding its glucocorticoid ligand (Kadmiel and Cidlowski, 2013). Glucocorticoid-bound GR promotes allostasis by regulating a wide array of target genes involved in metabolism and behaviour, which includes repression of genes that function within the hypothalamus and pituitary gland – such as pro-opiomelanocortin (*POMC*) and corticotrophin-releasing hormone (*CRH*) – in order to attenuate HPA axis activity once a stressful stimulus has subsided (de Kloet et al., 2005). This negative feedback ensures that sustained activity of the HPA axis is limited, contingent on sustained exposure to stressor, and terminated rapidly once exposure to stressor ends.

Although effective allostasis enables coping under stress and the development of resilience, under circumstances of chronic stress or trauma, this effectiveness may be weakened, leading to increased risks of behavioural and physiological dysfunction (Pariante and Lightman, 2008; Reul et al., 2015). Altered expression of the GR-encoding gene *NR3C1*, and of GR target genes, has previously been implicated in the pathobiology of affective disorders in human studies and in animal models (Turecki and Meaney, 2016). A prominent theme emerging from this research is that epigenetic changes, such as altered DNA methylation and/or histone modifications in the vicinity of *NR3C1* and GR target genes, and the accompanying transcriptional changes, are linked to chronic persistence of HPA axis activity, blunted stress responses, loss of mental health and more-rapid ageing (Turecki and Meaney, 2016; Zannas and Chrousos, 2017). However, the molecular mechanisms through which the GR regulates transcriptional activity of target genes, and the roles of epigenetic modifications associated with these genes in the developing and adult brain are still not well understood.

Previous studies in zebrafish have demonstrated a requirement for GR function in the regulation of social behaviour, glucocorticoid signalling, and transcription of HPA axis-specific genes during larval and adult stages (Facchinello et al., 2017; Griffiths et al., 2012; Ziv et al., 2013). Roles for zebrafish GR have been identified in a growing range of biological processes (see Dinarello et al., 2020). These processes include response to hypoxia (Marchi et al., 2020), development of muscle, cartilage and bone (Jiang et al., 2020; Palstra et al., 2018), regulation of circadian rhythm (Morbiato et al., 2019; Mosser et al., 2019; Muto et al., 2013), inflammation (Chatzopoulou et al., 2016; Facchinello et al., 2017; Gans et al., 2020), and in growth and metabolism (Faught and Vijayan, 2019a,b, 2020). However, the impacts of GR function on transcriptional and epigenetic mechanisms in the adult zebrafish brain remain unknown. To investigate these processes, we carried out comparative DNA methylome and transcriptome analyses of the brains of adult male wild-type and GR-mutant zebrafish exhibiting robust behavioural abnormalities, including freezing (i.e. when the fish was immobile), altered light–dark preference and altered boldness/exploratory behaviour. Our results identified groups of functionally related GR-regulated genes that are linked to a small number of highly significant Gene Ontology (GO) terms including protein chaperone, circadian clock and affective disorder-related genes. We showed that the first intron of one of these genes, *fkbp5*, contains a cluster of cytosine and guanine dinucleotides separated by a phosphate (CpGs) that overlaps with putative transcription factor binding sites, the methylation of which in the adult zebrafish brain is regulated by GR function. Moreover, we find that the human orthologues of genes for which transcription is sensitive to loss of GR function in the zebrafish brain are significantly associated with unipolar depression and anxiety disorders. Together, our results provide further support for the GR mutant as a model for the study of affective disorders.

## RESULTS

### Loss of GR function leads to altered methylation of genes in the adult zebrafish brain

Altered patterns of epigenetic modifications, such as DNA methylation, have been implicated as mediators of altered transcriptional responses to behavioural stressors (Gray et al., 2017; Zannas and Chrousos, 2017). To identify DNA methylation changes in the adult zebrafish brain that are caused by mutations in the *nr3c1* gene encoding the GR, we sequenced the whole brain methylomes of two adult wild-type and two adult GR-mutant males aged 13 months. By using the whole-genome bisulfite sequencing (WGBS) approach (von Meyenn et al., 2016), GR-sensitive differentially methylated regions (DMRs) were identified within the zebrafish genome. The HiSeq sequencing run yielded a total of 470,880,704 reads over the four brain samples, of which 95.2% were high-quality reads, and 49.3% of these were mapped to the Zv10 reference genome. Bisulfite conversion to detect non-methylated cytosines was successful for 99.15% of the sequence. The average coverage for all CpGs clusters across the genome was 3.475. The average methylation level across the genome was 84.24% for wild-type and 83.97% for GR-mutant brains. A heatmap of methylation levels across genes exhibiting >95% CpG coverage indicated strong methylation across gene bodies, intermediate methylation of the 5′ and 3′ flanking regions, and reduced or absent methylation at gene promoters (Fig. 1A), confirming that the global genomic DNA methylation patterns in the analysed samples were similar to those described in other vertebrates (Gao et al., 2021; Zhu et al., 2021). By using the bsseq software, we identified 249 loci that exhibit differential methylation in the brain of GR-mutant males compared with that of wild-type males (Table S1). Of the 249 DMRs identified by WGBS analysis, 171 comprised a single CpG site, with an additional 55 DMRs comprising two CpGs, and the remaining 23 DMRs containing three or more clustered CpGs (Fig. 1B). The DMRs identified by WGBS analysis were ranked by using the areaStat parameter, i.e. the sum of the test statistics of all CpG sites within a DMR, such that a larger AreaStat is more likely to indicate a DMR. Indeed, greater AreaStat values were associated with DMRs comprising larger number of CpGs (>3), whereas smaller AreaStat values exhibited a smaller number of CpGs (Fig. 1C). We found that 142 DMRs (57%) exhibited hypermethylation of CpGs within the DMR, and the remaining 107 DMRs (43%) were hypomethylated in the GR-mutant samples compared to wild-type brain samples. Each DMR was annotated with information about their proximity to transcription units (Table S1). Of the 249 DMRs, seven were not close to any gene. Meanwhile, there were five genes (ENSDARG00000093369, *enox2*, *plpp1a*, *slc16a13*, *sil1*), each of which were associated with two separate DMRs, and an additional 16 DMRs were associated with two separate genes. Thus, the 249 DMRs were associated with 253 unique ENSEMBL IDs. Two of the 249 DMRs identified by WGBS were associated with a processed transcript, seven with a long non-coding RNA, 59 were intergenic, and 181 were associated with a protein-coding gene (Fig. 1D). Forty-seven DMRs were located within a putative gene promoter (up to 2 kb upstream of the TSS) and 59 were within the first intron of the corresponding gene (Fig. 1E). Both promoter and first intron sequences are associated with gene regulation. Twenty-two DMRs were located within a DNA sequence that might function as an intron of one gene and an exon of another gene (labelled as exon/intron, Fig. 1E), and 62 DMRs were associated with an intron other than intron 1. Interestingly, when comparing hypomethylated and hypermethylated DMRs, we found a higher number of hypermethylated DMRs in intergenic regions, whereas the number of hypomethylated DMRs was higher in promoter regions (Fig. 1E). GO analysis of the 253 genes associated with the 249 identified DMRs indicated enrichment of genes associated with a response to dexamethasone, neurogenesis, signal transduction or locomotion (Fig. 1F; Table S2).

**Fig. 1.**
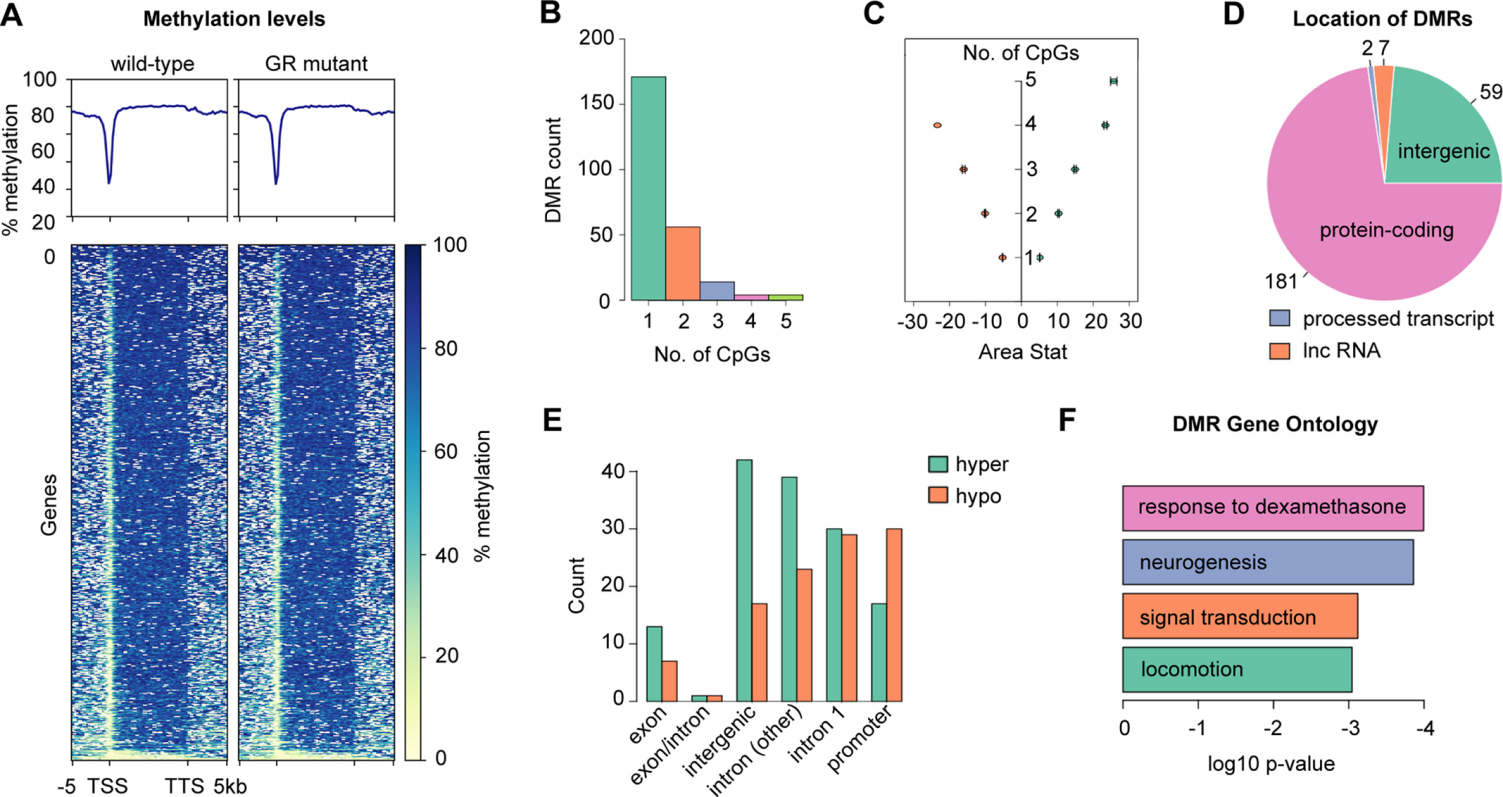
**Whole-genome bisulphite sequencing (WGBS) analysis of wild-type and GR-mutant adult brain samples.** (A) Graphs (top) indicating average DNA methylation (in %) across gene bodies and flanking sequences extending −5 kb upstream of the transcription start site (TSS) and +5 kb downstream of transcription termination site (TTS), in wild-type and GR-mutant adult brain samples analysed by WGBS. Heatmap (bottom) showing the distribution of methylated cytosine and guanine dinucleotides separated by a phosphate (CpGs) within gene bodies and flanking DNA sequences in wild-type and GR-mutant adult brain samples analysed by WGBS, covering the region from −5 kb upstream of the TSS to 5 kb downstream of the TTS, for the 1448 genes for which there was >95% coverage of CpGs within the plotted region. Deeper blue corresponds to a higher level of methylation. In wild-type (*n*=2) and GR*-*mutant (*n*=2) samples, gene bodies are typically highly methylated and promoters exhibit reduced or absent methylation, confirming that the global genomic DNA methylation patterns in the zebrafish brain samples analysed are similar to those previously described. (B) Histogram showing frequency distribution of DMRs identified by WGBS according to the number of CpGs within each DMR. Detailed summaries of all DMRs are provided in Table S1. (C) Plot of the number of CpGs within DMRs against the AreaStat measure of differential methylation (mean±s.e.m.). Negative values indicate DMRs that are hypomethylated and positive values indicate DMRs that are hypermethylated in GR-mutant adult male brain compared to that in wild-type fish. (D) Pie chart indicating the location of DMRs in relation to types of gene. The majority (181 of 249) DMRs are associated with protein-coding genes, some are intergenic, and a small number are associated with long non-coding RNAs (lncRNAs) or processed transcripts. (E) Histogram displaying the number of hypermethylated and hypomethylated DMRs associated with different locations in relation to genes. 47 DMRs are located within a putative gene promoter and 59 are located within the first intron. 22 DMRs are within an exon or a region that potentially pertains to an intron of one gene and an exon of another gene (labelled as exon/intron, whilst 62 DMRs are associated with an intron other than intron 1). (F) The top four slimmed (identified) Gene Ontology (GO) terms associated with biological processes enriched in GR-mutant versus wild-type methylome data. Identification was with the Princeton GO term finder, with a cut-off of *P*<0.05.

To confirm that the observed differential methylation of CpGs is mediated by loss of GR function, we selected a subset of 11 high-ranking DMRs within or close to genes – some of which have biologically salient functions (Table S1) – for confirmatory deep sequencing analysis in ten additional wild-type and ten GR-mutant adult male brains, using the BisPCR^2^ technique (Bernstein et al., 2015). Of the 11 DMRs that were subjected to this analysis, four exhibited significant differential methylation in wild-type and GR*-*mutant adult brains (Fig. 2; Fig. S1). The BisPCR^2^ amplicons included additional CpGs within or adjacent to the DMR detected in the original WGBS data set, which provided additional information regarding the size and extent of differential methylation at the DMR that may not have been detected by WGBS due to the limited depth of coverage. One DMR detected by WGBS was located within *fkbp5* – a gene encoding an HSP90-associated protein chaperone known to tether GR in the cytoplasm – and comprised two CpGs within intron 1, which were hypermethylated in the GR-mutant brain. This DMR was confirmed by BisPCR^2^, and two further CpGs were also found to be hypermethylated within the same region (Fig. 2A). WGBS also detected a DMR comprising five CpGs within a cluster of six CpGs upstream of the TSS for *foxred2*, which encodes an FAD-dependent oxidoreductase. Of those five CpGs, two were confirmed to be hypermethylated in the GR-mutant brain by BisPCR^2^ (Fig. 2B). One DMR comprising four CpGs located within intron 2 of *lpar6a* and/or intron 8 of *ece2b* was found by WGBS to be hypermethylated in the GR-mutant brain (Table S1), *lpar6a* encoding a lysophosphatidic acid receptor and *ece2b* an endothelin-converting enzyme. Of those four CpGs, only one was confirmed to be significant in the BisPCR^2^ analysis (4079262), but two additional adjacent CpGs were also found to be significantly hypermethylated in GR-mutant brain by BisPCR^2^ (Fig. 2C). Finally, a DMR comprising three CpGs was detected by WGBS in intron 1 of *npepl1*, a gene encoding an aminopeptidase-like protein (Table S1). These CpGs were confirmed by BisPCR^2^ to be hypermethylated in GR-mutant brains (49744039, 49744053, 49744068; Fig. 2D); two adjacent CpGs (49743986, 49743996) were also found to be hypermethylated (Fig. 2D). Using this technique, the remaining seven DMRs that had been subjected to BisPCR^2^ analysis were not confirmed to be differentially methylated in GR-mutant brains (Fig. S1).

**Fig. 2.**
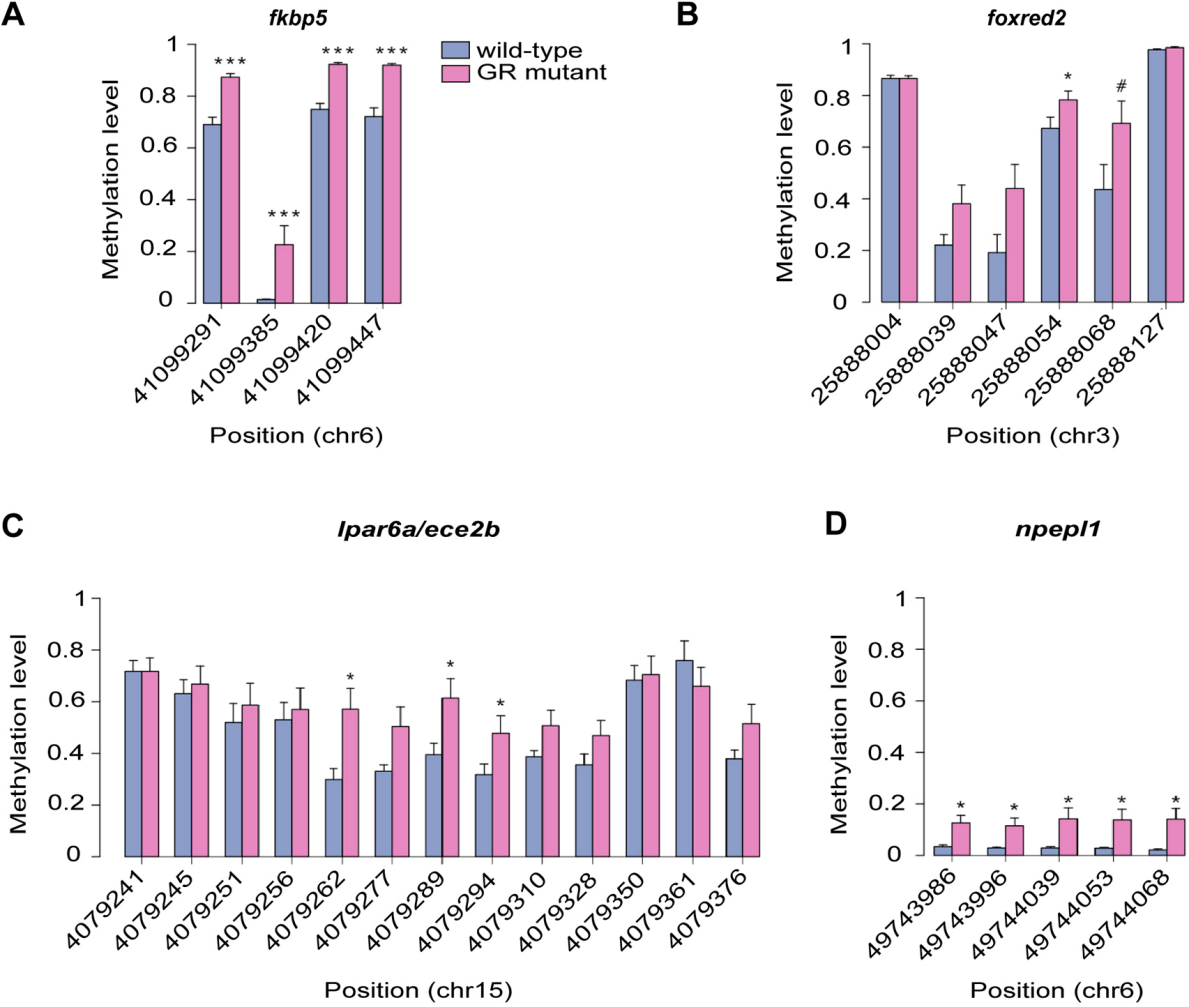
**Targeted analysis of DNA methylation within high-ranking DMRs by using the BisPCR^2^ technique.** (A–D) The percentage of methylation of individual CpGs within a subset of high-ranking DMRs identified in the WGBS analysis was determined using the BisPCR^2^ technique in wild-type (*n*=10) and GR-mutant (*n*=10) adult male zebrafish brains. DMRs associated with the following genes were confirmed by BisPCR^2^: *fkbp5* (A), *foxred2* (B), *lpar6a* (intron 2)*/ece2b* (intron 8) (C), *npepl1* (D); indicated on the *x*-axes is the number of the first nucleotide of each CpG on the respective chromosome of the *Danio rerio* reference genome (GRCz10 release 85). Histograms show mean percentage of methylation±s.e.m. in wild-type and GR-mutant adult brains. On average, a coverage of 4093 reads per amplicon was obtained across all samples subjected to BisPCR^2^ analysis. Significant differences between wild-type and GR-mutant brains regarding the level of CpG methylation were determined using the Mann–Whitney test (^#^*P*<0.06, *P<0.05,***P<0.001).

### GR regulates the expression of genes involved in chaperone-mediated protein folding, regulation of circadian rhythm and regulation of metabolism in the zebrafish adult brain

We next sought to determine whether changes to the transcriptome could be detected in adult GR-mutant brains. To do this, we performed bulk RNA-sequencing (RNA-Seq) of six adult wild-type and six adult GR-mutant male brains, and sequenced at an average depth of ∼20-30 million reads per sample using a paired-end read strategy. 

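Whole brains of 12 males aged 22 months, with the olfactory bulbs and the pituitary attached, each gave 1 poly(A)-selected library, 6 from wild-type fish and 6 from siblings homozygous for *gr s357*, a missense allele of *nr3c1*. The genotypes were kept in separate tanks, so that a difference between tanks would appear as a difference between genotypes. The authors trimmed the reads with Trimmomatic, removed ribosomal sequences, aligned to GRCz11 with STAR, counted reads per gene with STAR and scaled the counts by median of ratios with DESeq2. The submitters' processing notes give Trimmomatic version 3.9, another version string than the methods, and the sample labels state a larger RNA input than the methods. The deposited normalised counts cover 32520 gene IDs per library. Divided by the value of 1 read in each library, 100% of them were whole numbers within a tolerance of 0.001 read. The reads recovered in this way numbered 24407683 to 37548901 per wild-type library (median 29249302.5) and 24809137 to 36313866 per mutant library (median 31488004.5). The paper's methods state a depth of about 30000000 sequenced reads per sample, the upper end of the range in its results. The values here use the reads assigned to genes, with a mean of 30164733 per library. The sequencing was paired-end, and whether either number counts single reads or read pairs is not stated, so they need not share a unit. For the tests, log2(normalised count + 1) was fitted with limma, with a mean-variance trend, over the 20114 genes with at least 10 normalised counts in at least 6 of the 12 libraries, and p-values were adjusted by Benjamini-Hochberg at a threshold of 0.05. Fold changes on this scale understate the change of genes with low counts. The transcript of *nr3c1* itself lay between 4107 and 4567 normalised counts in the wild-type libraries and between 4670 and 4955 in the mutant libraries. Since the allele changes the protein and not the gene's presence, this level does not check the genotype labels. Many zebrafish genes exist as a pair of paralogs. Of the gene IDs, 29201 had a symbol in the name table used here and 6314 shared it with another ID; such genes are printed as the table's symbol with the ID, and a paralog named in the paper was not assigned to either ID. The strand setting of the gene counting is not given in the sources used here, so that counts of overlapping and antisense genes are uncertain.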

Principal component analysis (PCA) of RNA-Seq data were then combined with hierarchical clustering analysis to investigate transcriptomic similarities between samples. 

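The 12 libraries separated by genotype along the first principal component of the 500 most variable genes. The 6 wild-type libraries had PC1 scores from -30.0 to -10.6 and the 6 GR-mutant libraries scores from 4.72 to 32.7. PC1 held 26.4% of the variance, and the difference between the genotypes passed a two-sided exact permutation test over 924 assignments (p = 0.00216, the smallest p that 6 libraries against 6 allow). PC2 held 16.4% of the variance and did not separate the genotypes (two-sided exact permutation test, p = 0.379). The lowest PC2 score, -31.8, was that of wild-type library 1, and the highest, 35.6, that of mutant library 2. With a pseudocount of 5 in place of 1 the genotypes no longer occupied separate ranges on PC1 (two-sided exact permutation test, p = 0.00433).

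**Figure D1:**
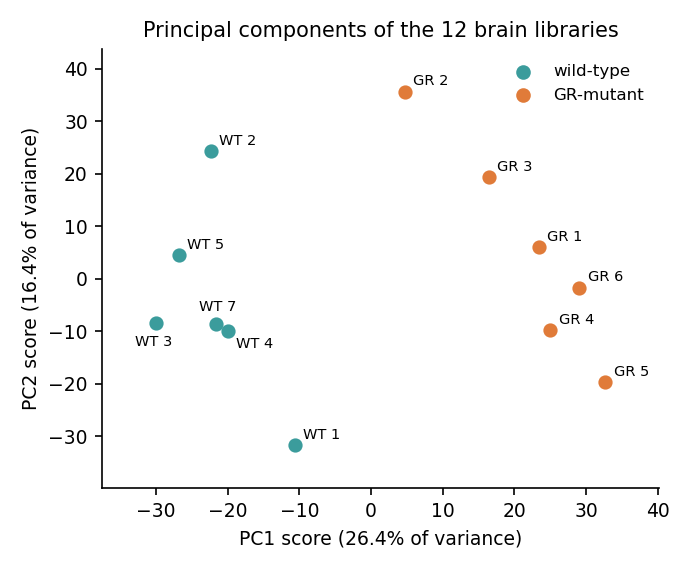
PC1 score (horizontal axis) against PC2 score (vertical axis) of the 12 libraries, each point 1 brain, wild-type in green and GR-mutant in orange. The wild-type libraries all lie at PC1 scores of -10.6 or below and the mutant libraries at 4.72 or above.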

Plotting the first two principal component (PC1 and PC2) values of the RNA-Seq data from the six replicates of wild-type and homozygous GR-mutant adult male brain samples showed that the GR-mutant and the wild-type samples clustered separately (Fig. S2A). This was confirmed by a cluster dendrogram and a hierarchical clustering heat map of RNA-Seq data (Fig. S2B,C). 

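When the tree of the 12 libraries, built on the same 500 genes with Euclidean distance and complete linkage, was divided into 2 clusters, 11 of the 12 libraries lay with their genotype. One cluster held the 6 wild-type libraries and mutant library 2, and the other held the remaining 5 mutant libraries. With average linkage, with 1 minus Pearson's correlation as the distance, or with all 20114 tested genes, 12 of the 12 libraries lay with their genotype.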

The wild-type and GR*-*mutant brain RNA-Seq library sizes were broadly similar (Fig. S2D), enabling a differential expression analysis of adult wild-type and GR-mutant brain RNA samples by using an adjusted false discovery rate (FDR) of *P*<0.05 to identify genes exhibiting differential expression in the brain samples of the two different genotypes. 

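The wild-type libraries held 29504992 ± 4854995 reads assigned to genes (SD, n = 6) and the GR-mutant libraries 30824474 ± 4600929 (SD, n = 6), a difference within the spread between libraries (two-sided exact permutation test, p = 0.639). Genes with at least 1 read numbered 24840 ± 247 (SD, n = 6) in wild-type and 24882 ± 385 (SD, n = 6) in mutant libraries (two-sided exact permutation test, p = 0.833). Transcripts of the mitochondrial genome, which encodes subunits of the respiratory chain, made up 7.53 ± 1.39% of the wild-type counts (SD, n = 6) and 6.94 ± 0.255% of the mutant counts (SD, n = 6, two-sided exact permutation test, p = 0.403), with 10.1% in wild-type library 1. The totals of the deposited normalised counts separated the genotypes: 30618237 ± 715315 in wild-type libraries (SD, n = 6) and 28912511 ± 432334 in mutant libraries (SD, n = 6), with each mutant library below each wild-type library (two-sided exact permutation test, p = 0.00216, the smallest p that 6 against 6 allow).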

We identified 4483 differentially expressed genes (DEGs), with expression of 2001 genes increased and that of 2482 decreased in GR-mutant brain samples compared to those of wild-type (Table S3). 

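At an adjusted p under 0.05 from limma, 3523 of the 20114 genes tested differed between the genotypes, 1527 of them higher and 1996 lower in GR-mutant brains. The paper used another test, DESeq2. On the recovered reads DESeq2 with no filter, a setting chosen after seeing the data, called 4484 genes, 2001 higher and 2483 lower. Among genes with a symbol, a mean of at least 50 normalised counts and no overlap between the genotypes, the largest falls included transcripts that were nearly missing from the mutants: si:ch211-114l13.1 had 849 ± 246 normalised counts in wild-type brains (SD, n = 6) and 0 or 1 read in each mutant library. si:dkey-9c18.3, next to adgre9 in the gene order, had 174 ± 64.4 (SD, n = 6) and 0 to 3 reads. The transcript adgre9, of the adhesion G protein-coupled receptor family, had 139 ± 47.9 normalised counts in wild-type and 1.89 ± 2.29 in mutant brains (SD, n = 6 each). si:dkey-88n24.5 had 220 ± 65.7 and 4.26 ± 3.87, and si:dkey-250k15.7 had 164 ± 61.3 and 3.89 ± 4.10 (SD, n = 6 each). The largest rise was that of si:ch211-160d14.9, from 0 to 5 reads per wild-type library to 617 ± 84.7 normalised counts in the mutants (SD, n = 6). Of 13 such genes at least 20-fold apart, with a mean of at least 50 in the higher genotype, 6 lay within 2 places of another in the gene order. Haplotypes fixed between the groups may leave such neighbours, so these differences need not be effects of GR. In siblings from crossed heterozygotes, however, loci not linked to *nr3c1* would not be expected to be fixed by genotype. The gene zgc:113274 rose from 25.6 ± 19.0 to 468 ± 165 normalised counts (SD, n = 6 each). A rise was also seen in si:dkey-238k10.1, from 118 ± 141 to 704 ± 196 (SD, n = 6 each). The gene si:dkeyp-94g1.1 rose from 14.6 ± 9.29 to 121 ± 57.3, and si:dkey-58f10.4 from 10.5 ± 3.36 to 169 ± 40.8 (SD, n = 6 each). The protocadherin gene pcdh1g1 rose from 23.5 ± 29.4 to 106 ± 16.3, si:dkey-181d19.3 from 42.0 ± 34.5 to 186 ± 30.6 (SD, n = 6 each). CTHRC1 (ENSDARG00000087198), which encodes a secreted collagen triple-helix protein, rose from 25.4 ± 4.95 to 119 ± 29.8 (SD, n = 6 each). The split by direction depended on the scaling between libraries: with upper-quartile scaling 1795 genes were higher and 1729 lower, and with each library scaled to the same total 3026 were higher and 1309 lower. These scalings moved all genes together: the median log2 fold change of the tested genes was 0.0118 at the deposited scaling, 0.0326 with upper-quartile scaling and 0.0939 at equal totals.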

Hierarchical clustering of genes revealed genotype segregation (Fig. 3A), and an MA plot illustrates the wide variation in the relationship between log2 of fold-changes in expression and overall expression level for all genes (Fig. 3B). Fig. 3C indicates the 25 genes with the most significant differential expression in GR-mutant brain samples compared to wild-type brains. Four of these genes exhibit increased transcription in GR-mutant brain samples, whereas 21 of these genes are downregulated in the GR mutant. 

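Of the 25 genes with the smallest p in limma, 5 were higher and 20 lower in GR-mutant brains. The genes that rose were *rorcb*, which encodes a nuclear receptor of the ROR family, si:dkey-58f10.4 and si:ch211-160d14.9, and, named after their values were seen, ENSDARG00000113858, the neighbour of si:ch211-160d14.9 in the gene order, and si:ch211-214p13.4. The fall of *fam107b* was from 11713 ± 1845 to 2467 ± 150 normalised counts (SD, n = 6 each, log2 fold change -2.23, standard error 0.09, adjusted p = 5.22e-09). *nfkbiab*, an inhibitor of NF-κB, fell from 4679 ± 515 to 1277 ± 92.8 (SD, n = 6 each, log2 fold change -1.87, standard error 0.07, adjusted p = 4.93e-09). The stress-induced mTOR inhibitor *ddit4* fell from 2258 ± 339 to 576 ± 55.7 normalised counts (SD, n = 6 each, adjusted p = 3.51e-08), and *pik3r3a*, a regulatory subunit of PI3 kinase, from 1550 ± 339 to 286 ± 30.9 (SD, n = 6 each, adjusted p = 9.02e-08). *slc25a48*, a mitochondrial carrier encoded on the chromosome that carries *nr3c1*, fell from 894 ± 76.0 to 293 ± 38.0 (SD, n = 6 each, adjusted p = 8.69e-08). ACADSB (ENSDARG00000098174), an enzyme of the breakdown of branched-chain acyl-CoA, had 657 ± 87.8 normalised counts in wild-type brains (SD, n = 6) and 1 to 10 reads per mutant library. Its paralog ACADSB (ENSDARG00000076780), which may share reads with it, rose from 874 ± 146 to 1709 ± 97.2 (SD, n = 6 each, adjusted p = 1.48e-05).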

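With an absolute log2 fold change of at least 0.58 required in addition, 1280 genes passed, 516 of them higher and 764 lower in GR-mutant brains. With each library scaled to the same total the split turned, with 804 higher and 599 lower. The small GTPase gene *arl5c* was among the lower genes, at 913 ± 97.7 normalised counts in wild-type and 284 ± 20.4 in mutant brains (SD, n = 6 each, log2 fold change -1.68, adjusted p = 2.46e-08 from limma), as was *cfap298*, a gene of cilia assembly, at 770 ± 48.3 and 331 ± 27.3 (SD, n = 6 each, log2 fold change -1.22, adjusted p = 1.23e-07 from limma). The PI3 kinase subunit *pik3r1* fell by 0.93 on the log2 scale, from 11538 ± 904 to 6026 ± 199 normalised counts (SD, n = 6 each, adjusted p = 8.69e-08 from limma).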

A volcano plot of the differential expression data (Fig. 3D) shows log2 fold-changes in transcript abundance against −log10 adjusted *P*-value. 

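Falls outnumbered rises among the larger changes in GR-mutant brains. Of the genes past the threshold, 358 fell and 181 rose by over 2-fold, and the median log2 fold change was -0.45 over the 1996 lower genes and 0.43 over the 1527 higher genes. With each library scaled to the same total, 295 genes fell and 239 rose by over 2-fold, with medians of -0.54 and 0.39. Of 18 gene IDs matched to the genes that the paper names among its 20 most significant, 15 were lower, 2 were higher and 1 did not pass the test in limma; the paper chose these genes on the same samples, so the tally is not independent evidence of their direction. The 2 that rose were *rorcb* and ACADSB (ENSDARG00000076780), and the 1 that did not pass was SOX11 (ENSDARG00000077811), at 1768 ± 111 and 1934 ± 114 normalised counts in wild-type and mutant brains (SD, n = 6 each, adjusted p = 0.114), which rose with each library scaled to the same total (adjusted p = 0.0152). The tally holds 2 IDs each for SOX11 and ACADSB, where the paper names 1 gene each. The other IDs, SOX11 (ENSDARG00000095743) and ACADSB (ENSDARG00000098174), fell and ranked 3 and 6 by p. The paper's genes therefore need not be the ID that did not pass or the ACADSB that rose.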

Overall, the number of downregulated genes is higher, and they exhibit a higher degree of statistical significance and larger fold-changes than the upregulated genes. The 20 genes with most significant changes in expression (i.e. the smallest adjusted *P*-value; Fig. 3D) include those that encode the transcription factors *tsc22d3*, *sox11b*, *nfkbiab, klf9*, *rorcb* and *nr1d2a*, and the protein chaperone *hsp90aa1.2*, as well as components of intracellular signalling cascades – such as *arl5c*, *pik3r3a, pik3r1*, *csnk1db* – and interactors with components of the cytoskeleton or mitochondria – such as *cfap298*, *ddit4*, *fam107b*, *slc25a48* and *acadsb.*

**Fig. 3.**
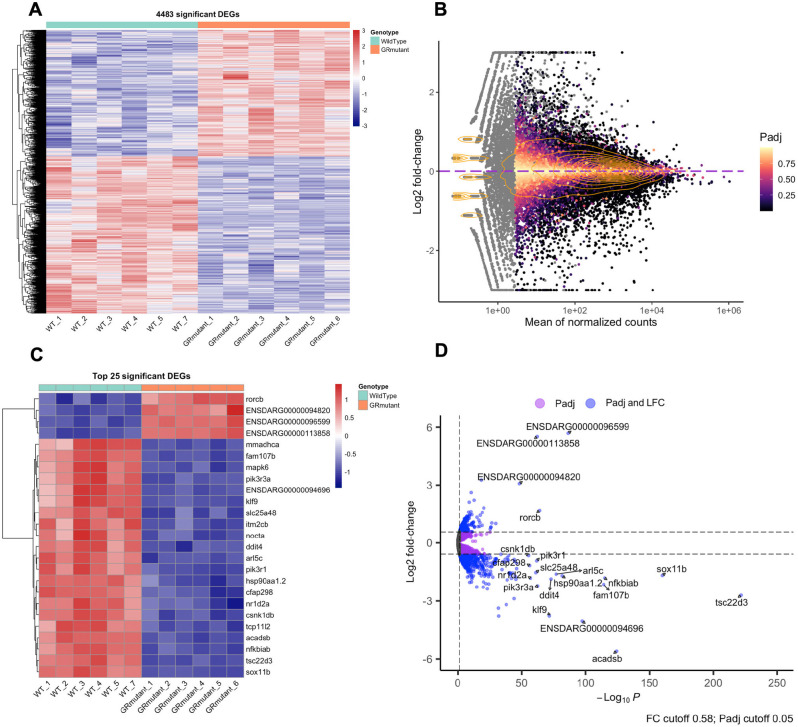
**Differential gene expression in wild-type and GR-mutant brain transcriptomes of adult zebrafish.** (A) Heatmap with hierarchical clustering of genes (rows) showing relative expression of all significant differentially expressed genes (DEGs) (*P*<0.05) in individual wild-type (*n*=6, cyan) and individual GR*-*mutant (*n*=6, orange) brains. Red indicates upregulation, blue indicates downregulation. (B) MA plot with overlaid density contour lines showing individual mean normalised counts for each transcript across all samples plotted against log2 fold-change (LFC) in average counts for each transcript between wild-type and GR-mutant adult brain samples. As the average mean of normalised counts increases, the requirements of a gene to be differentially expressed are more likely to be met. Grey points correspond to genes that were independently filtered from the analysis (high dispersion, low mean of normalised counts) and lack an adjusted *P*-value (Padj). The *P*adj threshold for statistically significant differential expression was set at *P*<0.05 and genes exhibiting significant differential expression are indicated by coloured points. A total of 4483 genes exhibit significant differential expression. Of those, 2001 genes are upregulated and 2482 are downregulated in GR-mutant brains compared to those of wild-type fish. (C) Heatmap with hierarchical clustering of genes (rows) showing relative expression of the top 25 most significant DEGs in individual wild-type (cyan) and GR*-*mutant (orange) brains. Of these genes, four are upregulated and 21 are downregulated in GR*-*mutant brains. (D) Volcano plot showing DEGs in transcriptomes of wild-type and GR*-*mutant adult brain. The statistically significant −log10 *P*adj values are plotted on the *x*-axis against LFC in counts for each transcript (magnitude of differential expression) on the *y*-axis. Dashed lines correspond to *P*adj and LFC cut-off values set at *P*<0.05 and 0.58, respectively. Pink dots indicate DEGs (*P*adj<0.05); blue dots indicate DEGs (*P*adj<0.05) above or below the set LFC threshold of +0.58 or −0.58, respectively. Genes with the 20 smallest *P*adj values, i.e. those with a statistically most-significant differential expression, are named.

To identify genes that exhibit both differential methylation and differential expression, we compared the statistically significant genes identified in the methylome and transcriptome data sets. We found that 57 of the 253 DMR gene IDs (22.5%) are included in the transcriptome data set (Fig. S3). We performed a permutation test, using the regioneR package in R, which indicated that there is a significant enrichment in the DMR list for DEGs (Z=2.468, *P*=0.014, *n*=1000 permutations). 

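The oxidoreductase-like gene *foxred2* was lower in GR-mutant brains, at 616 ± 54.2 normalised counts in wild-type and 445 ± 55.5 in mutant libraries (SD, n = 6 each, log2 fold change -0.47, standard error 0.09, adjusted p = 0.00320 from limma). LPAR6 (ENSDARG00000062552), a receptor for lysophosphatidic acid, was higher, at 392 ± 48.7 and 523 ± 37.5 (SD, n = 6 each, log2 fold change 0.42, standard error 0.09, adjusted p = 0.00508 from limma). The paralog LPAR6 (ENSDARG00000069441) was not tested, at 6 to 24 reads per wild-type library and 3 to 16 per mutant library. The aminopeptidase gene *npepl1* had 2251 ± 121 normalised counts in wild-type and 2293 ± 115 in mutant brains (SD, n = 6 each), a difference that did not pass the test (log2 fold change 0.03, adjusted p = 0.745 from limma). Neither did that of ece2, the table's name for the endothelin-converting enzyme gene matched to *ece2b*, at 530 ± 118 and 579 ± 57.2 (SD, n = 6 each, log2 fold change 0.15, adjusted p = 0.456 from limma).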

Of the DMRs we validated in using BisPCR^2^ analysis, we found that *fkbp5* and *foxred2* were both associated with a hypermethylated region, and significantly downregulated in GR-mutant brains (Table S3). *lpar6a* was found to be associated with a hypermethylated region and its transcription was significantly upregulated in GR*-*mutant brains (Table S3). *npepl1* and *ece2b* were associated with a hypermethylated region but neither gene was differentially expressed in GR-mutant brains.

To gain insight into the biological function of GR in regulating the composition of the adult brain transcriptome, GO analysis was conducted to identify the most significant Biological process GO terms linked to DEGs. Setting a stringent statistical significance threshold of *P*<10^−5^, we found a total of 19 Biological process GO terms strongly associated with GR-regulated genes. Of those, the most significant were related to aspects of protein folding, regulation of circadian rhythms and regulation of metabolism (Table S4). The relative significance of these Biological process GO terms was visualised in a REVIGO TreeMap (Fig. 4A) (Supek et al., 2011), and in clusterProfiler (Fig. 4B) using the enrichGO function for over-representation analysis (Wu et al., 2021). In addition, an UpSet plot illustrates the overlap in gene sets that perform similar biological functions between GO categories (Fig. 4C). 

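Chaperone genes were lower in GR-mutant brains where they changed. Of 70 tested members of the Hsp70, Hsp40, Hsp90, Hsp60 and Hsp110 families, 21 fell, none rose and 49 did not pass the test in limma (24 lower and 1 higher when adjusted over the list alone). Compared with the other genes, this list was shifted down in camera, with a preset correlation of 0.01 (adjusted p = 2.99e-05, adjusted p = 0.0719 with an estimated correlation). At the preset correlation 11 of the 31 fixed lists were shifted, and 38 of 100 splits of the libraries into groups of 6, the real one included, shifted as many. A passing p-value at the preset correlation therefore does not by itself exclude chance, here or for the other lists. Of 33 co-chaperones of Hsp90 and Hsp70, 13 fell and none rose (16 lower and 0 higher when adjusted over the list alone, camera adjusted p = 1.07e-07, adjusted p = 0.0719 with an estimated correlation). Of 14 subunits of the TRiC chaperonin and prefoldin, which fold actin and tubulin, *cct4* and *cct7* fell and none rose (2 lower and 0 higher when adjusted over the list alone, camera adjusted p = 0.0191, adjusted p = 0.261 with an estimated correlation). Of 14 small heat shock proteins and heat shock factors, 6 fell and none rose (7 lower and 3 higher when adjusted over the list alone, camera adjusted p = 0.0450, adjusted p = 0.219 with an estimated correlation). Among them *hspb6* had 377 ± 44.3 and 183 ± 30.6 normalised counts in wild-type and mutant brains (SD, n = 6 each). *hspb15* had 1242 ± 275 and 538 ± 134, and the transcription factor *hsf2* had 1758 ± 333 and 1223 ± 173 (SD, n = 6 each). The lists were fixed before the data were examined, and the paper had named some of their members from the same samples, so that they are not fully independent evidence of a direction. With each library scaled to the same total, 4 of the 70 chaperones rose and 17 fell, 1 co-chaperone rose and 12 fell, and 1 small heat shock gene rose and 4 fell. Neither *cct7* (adjusted p = 0.0731) nor the shift of the TRiC and prefoldin list (adjusted p = 0.111) passed. The shift of the small heat shock list was lost with no filter on low values (adjusted p = 0.0772), with the stricter filter (adjusted p = 0.241) and without wild-type replicate 1 (adjusted p = 0.0573, 4 falling), the last a setting chosen after seeing the data.

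**Figure D2:**
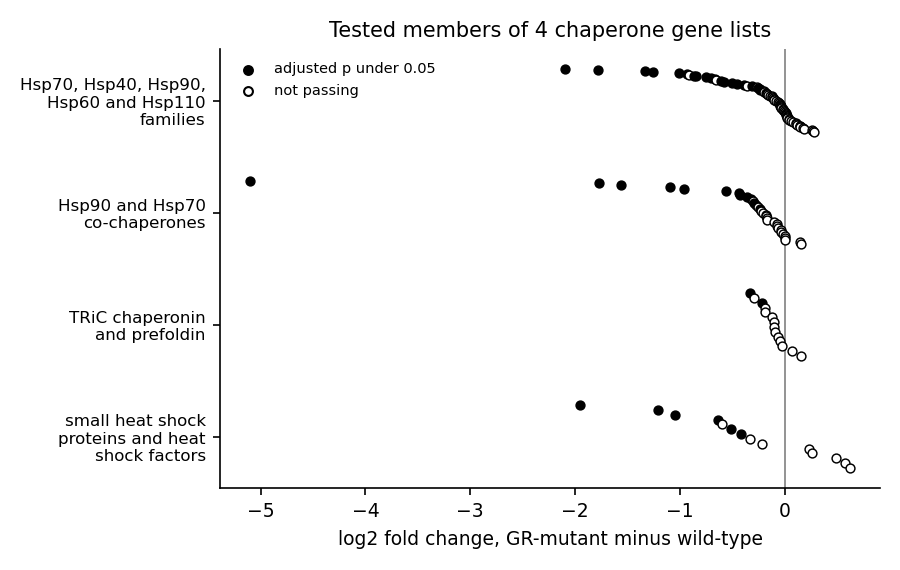
Log2 fold change from limma (horizontal axis, GR-mutant minus wild-type) of every tested member of the 4 chaperone lists (vertical axis), each point 1 gene, filled where the adjusted p is under 0.05. Filled points lie to the left of 0 in each list, 21 of 70, 13 of 33, 2 of 14 and 6 of 14.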

Of the Biological process GO terms identified by this analysis, the most significant term is ‘chaperone-mediated protein folding’ with 20 DEGs; the second-most significant is ‘circadian regulation of gene expression’ with 14 DEGs (Table S4). Other GO terms closely related to ‘chaperone-mediated protein folding’ with *P*<10^−5^ are ‘*de novo* protein folding’, ‘chaperone co-factor-dependent protein refolding’, ‘*de novo* post-translational protein folding’, and ‘protein folding’. 

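Genes of the circadian clock changed in both directions. Of 50 tested genes of the core clock and its output, 20 fell, 12 rose and 18 did not pass the test in limma (21 lower and 14 higher when adjusted over the list alone). The list as a whole was shifted down in camera (adjusted p = 0.0450, adjusted p = 0.728 with an estimated correlation), a shift that no longer passed with the stricter filter on low values (adjusted p = 0.0594) or without the mean-variance trend (adjusted p = 0.0581). The kinase *csnk1da*, which phosphorylates period proteins, fell from 4402 ± 326 to 3497 ± 205 normalised counts (SD, n = 6 each, log2 fold change -0.33, standard error 0.06, adjusted p = 0.00171). All 12 brains were sampled between fixed morning hours according to the paper, so the values are for 1 time of day. The study named part of this list from the same samples, so it is not independent evidence of its direction.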

GO terms closely related to ‘circadian regulation of gene expression’ with *P*<10^−5^ are ‘circadian rhythm’, ‘regulation of circadian rhythm’, ‘rhythmic process’, ‘photoperiodism’ and ‘entrainment of circadian clock by photoperiod’. We also identified a third group of five GO terms with *P*<10^−5^, which is related to metabolic regulation, i.e. ‘regulation of primary metabolic process’, ‘regulation of nitrogen compound metabolic process’, ‘regulation of cellular metabolic process’, ‘regulation of macromolecule metabolic process’ and ‘regulation of metabolic process’ (Table S4). The remaining three GO terms with *P*<10^−5^ are ‘regulation of cellular process’, ‘regulation of biological process’ and ‘regulation of developmental process’.

**Fig. 4.**
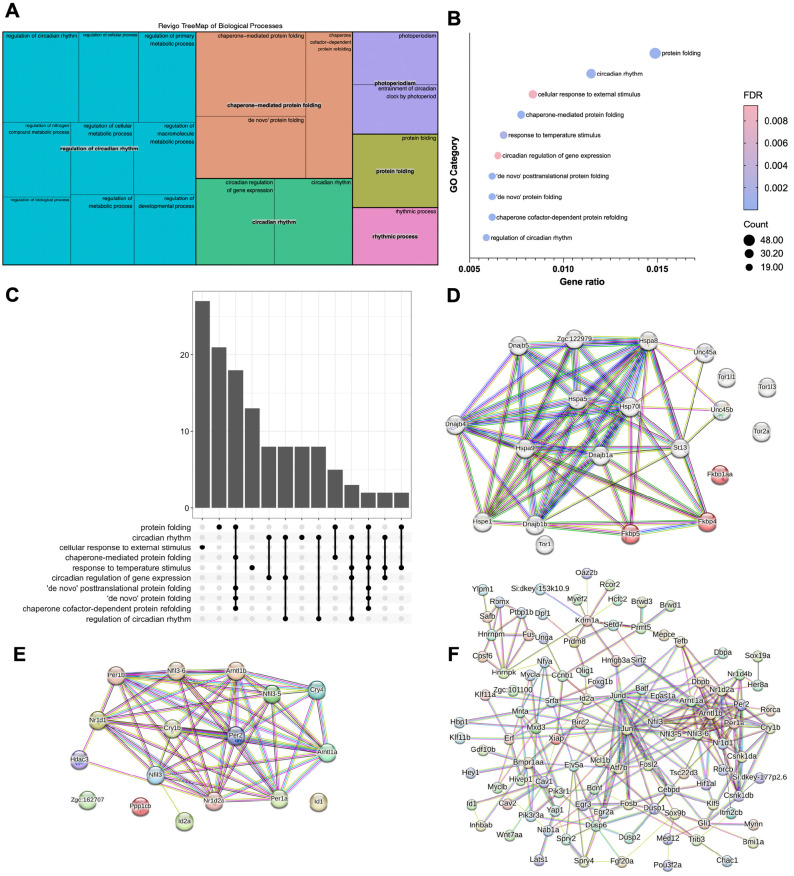
**Gene Ontology and protein–protein interaction network analysis of genes exhibiting differential expression in wild-type and GR-mutant brains.** (A) REVIGO TreeMap produced with a REVIGO-generated R script by using the Biological process terms identified with the Gene Ontology (GO) enrichment analysis and visualisation (GOrilla) tool (threshold *P*-value set to <10^−5^), which are linked to transcripts exhibiting differential expression in wild-type and GR-mutant adult brain transcriptomes (*n*=6 fish, for each genotype). (B) Dot Plot using the enrichGO function within the clusterProfiler R package to identify Biological process GO terms linked to transcripts exhibiting differential expression in wild-type and GR-mutant adult brain transcriptomes (q-value cut-off was 0.05). The circle diameter indicates the number of genes linked to a specific GO term (count number). The gene ratio is the percentage of the total number of differentially expressed genes linked to a specific GO term. (C) UpSet Plot using the enrichGO function within the clusterProfiler R package to identify intersections between Biological process GO term-linked gene sets that exhibit differential expression in wild-type and GR-mutant adult brain transcriptomes. Indicated on the *y*-axis are the number of genes found in the GO categories. (D–F) STRING protein–protein interaction networks of proteins encoded by GR-regulated genes under the GO terms ‘chaperone-mediated protein folding’ (D), ‘circadian rhythm’ (E) or ‘regulation of primary metabolic process’ (F), respectively indicating interactions between many protein chaperones, circadian clock transcription factors or circadian clock transcription factors and immediate-early transcription factors. Individual proteins are nodes, edges are links between proteins signifying the various interaction data that support the interactions, all colouring is according to evidence type (see von Mering et al., 2007) and STRING website for colour legend.

When we investigated the GO category Molecular function, setting a stringent threshold of statistical significance at *P*<10^−5^, GR-regulated genes with a significant adjusted *P*-value were associated with only four GO terms (Table S5): ‘heat shock protein binding’, ‘protein serine/threonine kinase activity’, ‘transcription regulator activity’ and ‘unfolded protein binding’. Of those, heat shock protein binding was the most significant. Taken together, these results indicate that, in the adult brain, the most significant function of GR is to regulate the expression of genes that (1) encode components of ‘chaperone-mediated protein folding’ mechanisms, and (2) are involved in the regulation of circadian rhythms and metabolic processes, such as specific protein kinases and transcription factors. 

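Genes that glucocorticoids induce in other vertebrates were mostly lower in GR-mutant brains. Of 35 tested, 23 fell, 2 rose and 10 did not pass the test in limma (26 lower and 2 higher when adjusted over the list alone), and the list was shifted down in camera (adjusted p = 8.11e-17), a call that held with an estimated correlation (adjusted p = 0.0417). Part of this list was also named by the study from these samples, so it is not independent evidence of its direction. The gene pfkfb4, for an enzyme that sets the level of the glycolytic activator fructose 2,6-bisphosphate, fell from 4104 ± 810 to 1022 ± 165 normalised counts (SD, n = 6 each, adjusted p = 6.74e-07). PDK2 (ENSDARG00000020876), a kinase that inhibits pyruvate dehydrogenase, fell from 2502 ± 283 to 900 ± 152 (SD, n = 6 each, adjusted p = 1.16e-06). Of 37 genes of glycolysis and gluconeogenesis 2 rose and 3 fell (2 higher and 3 lower when adjusted over the list alone, camera adjusted p = 0.841, the median log2 fold change of the list was 0.04 and the mean 0.01, while camera gave the direction down). With each library scaled to the same total 7 of these rose and 3 fell, and with DESeq2 5 rose and 5 fell. Of 40 genes of fatty acid oxidation and synthesis, 3 rose and 7 fell (3 higher and 7 lower when adjusted over the list alone, camera adjusted p = 0.216, adjusted p = 0.0191, direction down, with DESeq2 and no filter, a setting chosen after seeing the data). *scd*, a fatty acid desaturase, rose from 128 ± 33.9 to 290 ± 19.6 (SD, n = 6 each, adjusted p = 1.47e-04). Of 27 genes of cholesterol synthesis and uptake, 8 rose and 1 fell (12 higher and 1 lower when adjusted over the list alone, camera adjusted p = 1.01e-04, adjusted p = 0.422 with an estimated correlation). *hmgcs1*, an enzyme of this pathway, rose from 680 ± 150 to 1197 ± 106 (SD, n = 6 each). At equal totals 14 genes of the cholesterol list rose and 1 fell. From the enrichment of gene ontology terms among its differentially expressed genes, the paper infers the most significant function of GR in the adult brain. This is to regulate genes of protein folding, and genes such as kinases and transcription factors that regulate circadian rhythms and metabolic processes. The ontology terms themselves were not analysed here.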

The significance of these interactions was further investigated using STRING to analyse functional protein–protein interactions between members of the GO terms ‘chaperone-mediated protein folding’, ‘circadian rhythm’ and ‘regulation of primary metabolic processes’ (Fig. 4D–F). Plot analysis of proteins associated with chaperone-mediated protein-folding DEGs from our data suggests that most of these proteins are part of a network involving robust interactions between members (Fig. 4D). This is indicated by the strength of the lines between the individual protein nodes, and also apparent for proteins associated with transcription regulatory components of the circadian clock (Fig. 4E), downstream of GR function. Although the number of proteins within the GO term ‘regulation of primary metabolic processes’ was much higher than those in GO terms ‘chaperone-mediated protein folding’ and ‘circadian rhythm’, only a subset of these protein components exhibited particularly robust network interactions (Fig. 4F). The latter were mostly transcription factors, such as Fosb, Jun and Jund, as well as components of the circadian clock (see above and Fig. 4F).

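Immediate-early genes, which neurons switch on within minutes of activity, were lower in GR-mutant brains where they changed. Of 38 tested, 19 fell, none rose and 19 did not pass the test in limma (22 lower and 0 higher when adjusted over the list alone, camera adjusted p = 1.37e-10, adjusted p = 0.261 with an estimated correlation). *fosb* fell from 750 ± 188 to 322 ± 82.5 normalised counts (SD, n = 6 each, log2 fold change -1.22, standard error 0.19, adjusted p = 9.85e-04). *jun* fell from 2150 ± 397 to 1224 ± 158 (SD, n = 6 each, log2 fold change -0.80, standard error 0.12, adjusted p = 5.55e-04), and *jund* from 4880 ± 471 to 2957 ± 378 (SD, n = 6 each, log2 fold change -0.73, standard error 0.08, adjusted p = 7.17e-05). Among other members of the list, *dusp1*, on the chromosome that carries *nr3c1*, fell from 858 ± 211 to 316 ± 62.7 (SD, n = 6 each, adjusted p = 7.47e-05). *dusp2* fell from 1139 ± 281 to 360.1 ± 71.6 and *dusp6* from 7123 ± 722 to 5098 ± 300 (SD, n = 6 each, adjusted p = 1.15e-05 and 3.61e-04). Some members were named by the study from these samples, so the list is not independent evidence of its direction.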

### Altered expression of behaviour-associated genes in the GR-mutant brain

Previous studies have demonstrated that adult GR-mutant fish exhibit a range of behavioural abnormalities consistent with an affective disorder (Ziv et al., 2013). Accordingly, blood cortisol concentrations are considerably elevated in both larvae and adults (Ziv et al., 2013; Griffiths et al., 2012). We confirmed that, compared with their wild-type siblings, GR-mutant adult fish swam slower in the open field, exhibited reduced thigmotaxis (i.e. swimming close to the walls of their holding tank), displayed increased freezing behaviours (i.e. when the fish was immobile) and had high levels of whole-body cortisol (Fig. S4A–D). We further observed that mutant fish exhibited reduced dark aversion in a scototaxis test (Fig. 5A,B). The novel tank diving test can be used to measure novelty-induced anxiety-associated behaviours, such as erratic movements and reduced exploratory swimming. In this test, GR-mutants still swam slower than wild types, which may indicate a lack of fast erratic movements. However, although there was no difference in the duration of freezing behaviour in this test (Fig. 5C,D), GR mutants also made fewer entries to the upper area of the tank in the novel tank diving test (Fig. 5E), which may be indicative of reduced boldness or reduced exploratory behaviour. Taken together, our confirmatory and novel findings of behavioural abnormalities GR mutants indicate that in the adult brain, GR function is required to regulate behaviour.

**Fig. 5.**
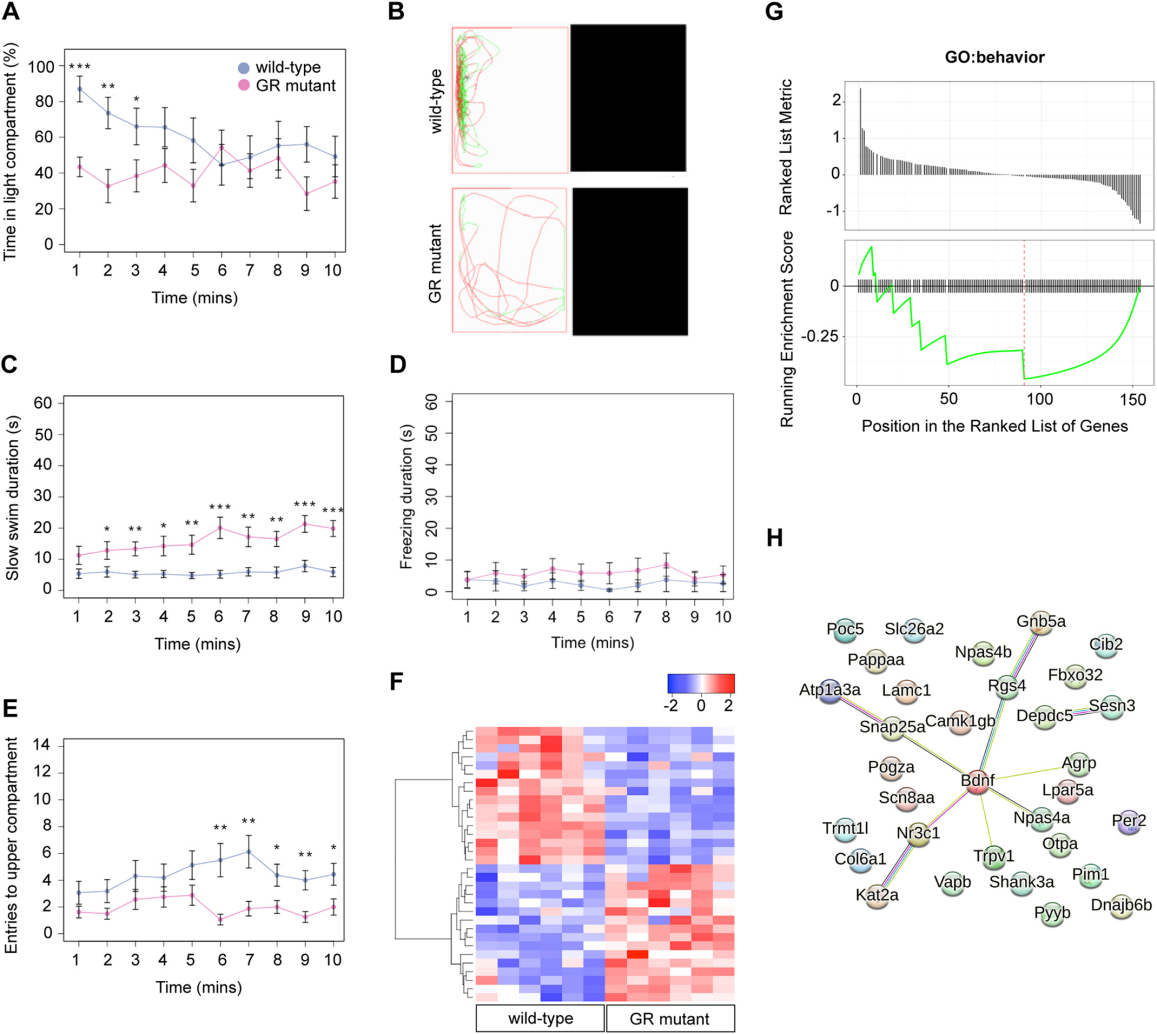
**The glucocorticoid receptor regulates behaviour and expression of behaviour-associated genes in the adult zebrafish.** (A,B) Behavioural analysis of adult fish in the scototaxis test. Plotted in A is the time fish spent in the light part of the tank. Wild-type adults display a significant initial preference for the light part of the tank, whereas GR mutants show no preference for either the light or the dark areas [repeated measures ANOVA, main effect of genotype: *F*=4.8, degrees of freedom (d.f.)=1, 15 (*P*=0.044); main effect of time: *F*=5.53, d.f.=1, 15 (*P*=0.033); genotype: time interaction: *F*=4.60, d.f.=1, 15 (*P*=0.048)]. *n*=8 wild-type fish, *n*=9 GR-mutant fish, one experiment). Asterisks indicate statistical differences in Tukey post-hoc analysis. *P<0.05, **P<0.01, ***P<0.001. (B) Representative traces of wild-type and GR-mutant fish swimming during the first minute of the scototaxis test. Black rectangular areas (right) indicate the dark part of the tank where swim trajectory could not be traced; white rectangular areas (left) indicate the light part of the tank, with fish trajectories indicated in red (fast swimming >9cm/s) and green (medium swimming 2–9 cm/s). (C–E) Behavioural analysis of adult fish during the novel tank diving test. Plotted is the duration of slow swimming (<2 cm/s) (C), and the duration of freezing (D) and exploratory behaviour (E) of adult wild-type (blue) and GR-mutant (red) fish after diving into a novel tank (*n*=16 fish per group, across two independent experiments). (C) Adult GR*-*mutant fish swam slower in the novel tank than wild-type adults [ANOVA with repeated measures: significant effect of genotype: *F*=17.4, d.f.=1, 30 (*P*=0.0002); main effect of time: *F*=25.3, d.f.=1, 286 (*P*≤0.0001); significant genotype: time interaction: *F*=14.3, d.f.=1, 286 (*P*=0.0002)]. *P<0.05, **P<0.01, ***P<0.001. (D) Compared with wild-type fish, GR-mutant fish show no differences in the duration of freezing behaviour in the novel tank diving test [ANOVA with repeated measures: main effect of genotype: *F*=1.087, d.f.=1, 30 (*P*=0.305); main effect of time: *F*=0.05, d.f.=1, 286 (*P*=0.83); genotype: time interaction: *F*=0.35, d.f.=1, 286 (*P*=0.56)]. (E) Adult GR-mutant fish were less exploratory than wild-type adults in the novel tank, exhibiting fewer entries to the upper compartment of the novel tank than wild-type fish [ANOVA with repeated measures: main effect of genotype: *F*=7.38, d.f.=1, 30 (*P*=0.011); main effect of time: *F*=1.9, d.f.=1, 286 (*P*=0.169); genotype: time interaction: *F*=4.84, d.f.=1, 286 (*P*=0.0286)]. Asterisks indicate significant difference in Tukey post-hoc analysis. *P<0.05, **P<0.01, ***P<0.001. All behaviour plots show mean±s.e.m. (F) Heatmap showing relative expression (normalised counts) of 32 genes associated with GO term ‘behavior’, which are differentially expressed in the wild-type and GR-mutant adult brain transcriptomes. These DEGs included equal numbers of upregulated and downregulated genes. (G) Gene set enrichment analysis (GSEA) plots of all genes associated with the GO term ‘behavior’ detected in the RNA-Seq data set. (Top panel) Distribution of the fold-change through the list of genes. (Bottom panel) Plotted is the running sum (green line) of the enrichment scores, with the red dashed line indicating the maximum enrichment score for the gene set. The row of black vertical lines indicates the positions of individual genes. The enrichment score for GO term ‘behavior’ was −0.458 (*P*=0.035), suggesting significant enrichment of behaviour-associated DEGs within this dataset. (H) STRING protein–protein interaction network of proteins encoded by GR-regulated genes in the GO category Biological process under the term ‘behavior’ indicates roles for Bdnf and for functional interactors, such as Agrp, Npas4a, Trpv1, Snap25a and Rgs4 downstream of GR function. Individual proteins are shown as nodes, edges are links between proteins signifying the various interaction data that support the interactions, all colouring is according to evidence type (see von Mering et al., 2007) and STRING website for colour legend.

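Most genes of neuropeptides and monoamines did not pass the test. Of 34 tested genes of feeding and hypothalamic neuropeptides, *agrp* rose, *kiss1* fell and 32 did not pass in limma (1 higher and 1 lower when adjusted over the list alone, camera adjusted p = 0.216). With each library scaled to the same total, 9 rose and 1 fell. *kiss1*, which encodes kisspeptin, had 188 ± 54.3 normalised counts in wild-type and 102 ± 28.9 in GR-mutant brains (SD, n = 6 each, log2 fold change -0.87, adjusted p = 0.0179). Of 30 genes of monoamine synthesis and transport, with their receptors, 6 fell and none rose (6 lower and 0 higher when adjusted over the list alone, camera adjusted p = 0.159). The serotonin receptor *htr7a* fell from 519 ± 64.7 to 315 ± 36.8 (SD, n = 6 each, adjusted p = 3.69e-04). HTR2A (ENSDARG00000058165), another serotonin receptor, fell from 140 ± 32.1 to 86.7 ± 12.6 (SD, n = 6 each, adjusted p = 0.0132), and the dopamine receptor *drd3* from 654 ± 170 to 434 ± 38.4 (SD, n = 6 each, adjusted p = 0.0198). The term list of the paper was not analysed here.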

We next sought to test whether our transcriptomic data include genes that are known to regulate behaviour, and identified 32 significant DEGs associated with the GO term ‘behavior’ (Fig. 5F). We also performed gene set enrichment analysis (GSEA) (Subramanian et al., 2005) of the 117 genes associated with the GO term ‘behavior’ detected in our transcriptomic dataset and observed a significant enrichment of behaviour-associated DEGs (Fig. 5G). A STRING analysis to identify functional protein–protein interactions between GR-regulated proteins under ‘behavior’ in the GO category Biological process revealed relatively few interactions (Fig. 5H). However, Bdnf was implicated in multiple functional interactions with Agrp, Npas4a, Trpv1, Snap25a and Rgs4 proteins, suggestive of an important role for Bdnf signalling downstream of GR function to regulate behaviour.

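The neurotrophin gene *bdnf* was lower in GR-mutant brains, at 4055 ± 392 normalised counts in wild-type and 2974 ± 273 in mutant libraries (SD, n = 6 each, log2 fold change -0.45, standard error 0.07, adjusted p = 0.00120 from limma). *agrp*, a peptide that drives feeding, was higher, at 12.2 ± 8.07 and 64.7 ± 19.1 (SD, n = 6 each, log2 fold change 2.50, standard error 0.39, adjusted p = 8.60e-04). Both gene IDs of the activity-dependent transcription factor NPAS4 fell, paralogs that may share reads. ENSDARG00000055752, on the chromosome that carries *nr3c1*, went from 11452 ± 2481 to 4930 ± 1796 and ENSDARG00000087753 from 803 ± 220 to 351 ± 81.4 (SD, n = 6 each, adjusted p = 0.00143 and 4.92e-04). The heat-activated ion channel *trpv1* fell from 42.9 ± 12.6 to 16.8 ± 5.14 (SD, n = 6 each, adjusted p = 0.00478). *rgs4*, a regulator of G protein signalling, fell from 1515 ± 180 to 837 ± 95.4 (SD, n = 6 each, adjusted p = 3.84e-05). Neither ID of SNAP25, a protein of synaptic vesicle fusion, passed the test. SNAP25 (ENSDARG00000020609) had 129640 ± 3688 and 121930 ± 3456 normalised counts (adjusted p = 0.190), and SNAP25 (ENSDARG00000058117) had 24078 ± 2478 and 23332 ± 1721 (SD, n = 6 each, adjusted p = 0.737). With DESeq2 on the recovered reads the former passed (log2 fold change -0.09, adjusted p = 0.0197).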

It has previously been noted that the behavioural abnormalities of the zebrafish GR mutant, which have been shown to be ameliorated by treatment with the antidepressant fluoxetine, are reminiscent of an affective disorder (Ziv et al., 2013). To explore this relationship further, we carried out an enrichment analysis using the full list of 4483 genes exhibiting differential expression in wild-type and GR-mutant adult brain samples for the presence of orthologues of human disease genes, using the disgenet2r package to search the DisGeNET database. A total of 678 diseases, symptoms or syndromes were associated with these DEGs (adjusted FDR, *P*<0.05; Table S6). Ranking by gene ratio indicated that unipolar depression comes second after malignant neoplasm of soft tissue in the list of diseases most-significantly associated with genes exhibiting differential expression in wild-type and GR-mutant adult brain samples (Fig. 6A). Moreover, when disgenet2r enrichment analysis was specifically focused on the mental disorders category (Mental Disorders, Disease Class F03), 26 disorders were significantly associated with the DEGs (adjusted FDR, *P*<0.05; Table S7). Anxiety disorders ranked first and unipolar depression ranked fourth in this analysis (Fig. 6B).

**Fig. 6.**
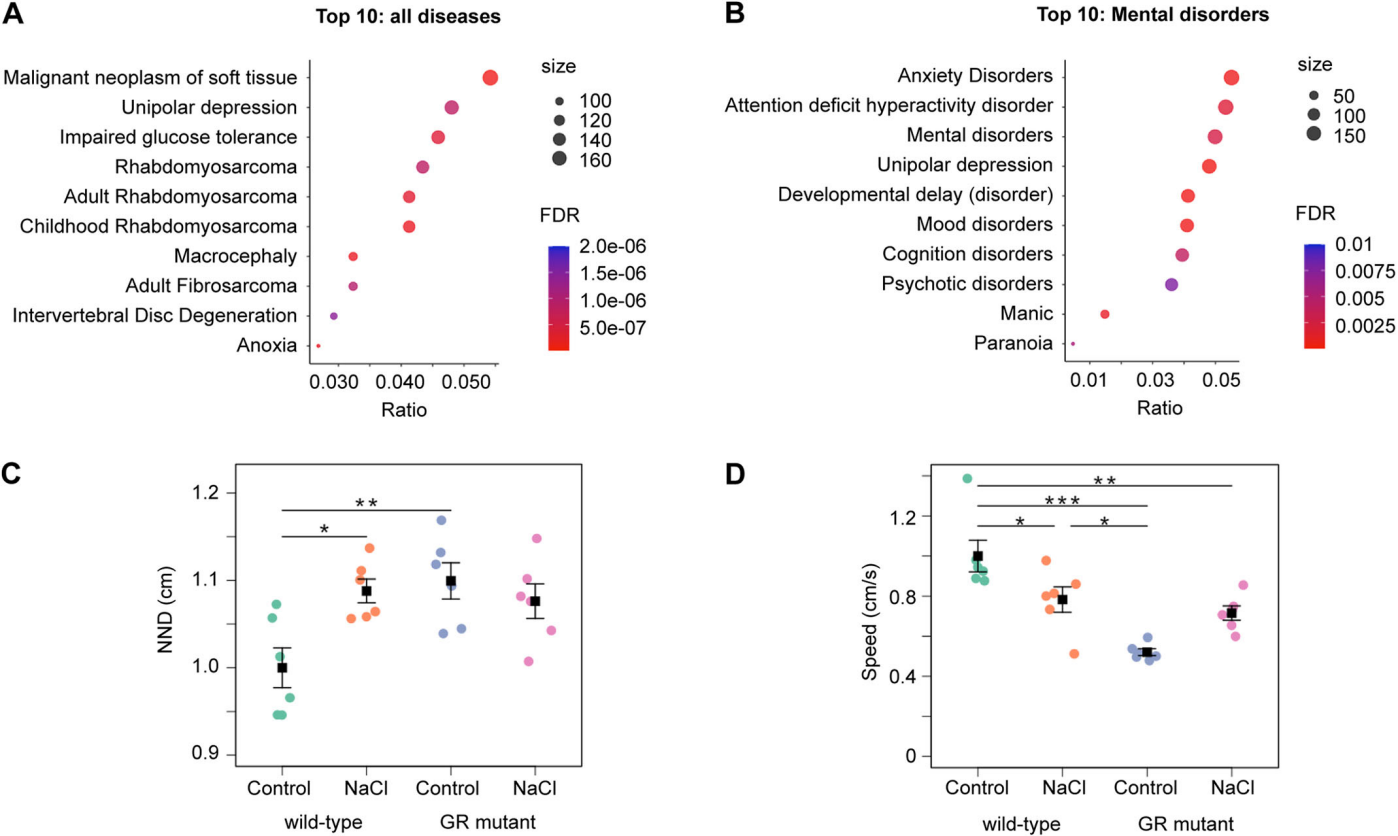
**The glucocorticoid receptor regulates depression-associated genes in adult zebrafish brain and stress-responsive locomotor behaviour in zebrafish larvae.** (A) Enrichment analysis to identify diseases associated with human orthologues of GR-regulated genes by using the disgenet2r package to search the DisGeNET database. Human orthologues of zebrafish genes exhibiting significant differential expression in wild-type and GR*-*mutant adult brain samples were analysed using all data available in this database. A total of 678 diseases, symptoms and syndromes are significantly associated with orthologues of GR-regulated zebrafish genes; an adjusted false discovery rate (FDR) cut-off of *P*<0.05 was used (Table S6). The top ten diseases were selected based on FDR and then ranked according to the gene ratio. Unipolar depression ranked second after malignant neoplasm of soft tissue. (B) The top ten diseases within the Mental Disorders category of the DisGeNET database were identified using the disgenet2r package, selected based on FDR and then ranked according to the gene ratio. Anxiety disorders ranked first and unipolar depression fourth. (C,D) Group swimming analysis of zebrafish larvae at 5 days post fertilization under baseline and stressed conditions for nearest neighbour distance (NND) and swim speed. Panel C shows that the NND of wild-type groups increases under stress, whereas mutant groups have a higher NND than wild-type groups under baseline conditions and their NND is not affected by stress [two-way ANOVA followed by Tukey post-hoc test; genotype: treatment interaction, *F*=8.09, d.f.=1, 20 (*P*=0.01)]. Panel D shows that the swimming speed of wild-type groups is reduced under saline stress (NaCl), whereas GR-mutant groups swim slower than wild-type fish under baseline conditions and their swim speed is not affected by NaCl-induced stress [two-way ANOVA followed by Tukey post-hoc test; genotype: treatment interaction, *F*=14.41; d.f.=1, 20 (*P*=0.001)]. Wild-type and GR-mutant groups (both *n*=12) across two independent experiments. Plots show the mean±s.e.m. *P<0.05, **P<0.01, ***P<0.001.

One of the more consistent physiological phenotypes associated with affective disorders is hyperactivity of the HPA axis (Pariante and Lightman, 2008). Indeed, we observed hypercortisolaemia in GR-mutant larvae and adults (Fig. S4D,E), suggesting that dysregulated HPA axis activity, which could alter behavioural stress responses, develops early during embryonic or larval stages in the GR mutant. To explore this possibility, we analysed group swimming behaviour of wild-type and GR-mutant larvae under unstressed and saline-stressed conditions (Fig. 6C,D). When wild-type larvae were exposed to acute saline stress, we found an increase in their nearest neighbour distance (NND) and a decrease in their swim speed. By contrast, unstressed GR-mutant larvae exhibited an NND that was no different to that of saline-stressed wild-type larvae and did not change after saline stress (Fig. 6C). Moreover, compared with saline-stressed wild-type larvae, unstressed GR-mutant larvae exhibited a reduced swim speed that remained low after saline stress (Fig. 6D). Thus, unstressed GR-mutant larvae exhibit constitutive behavioural abnormalities that are similar to the changes induced in wild-type larvae after exposure to an acute stressor.

### The co-chaperone gene *fkbp5* exhibits differential methylation and differential expression in gr^s357^ mutant zebrafish brains

Of the four GR-regulated DMRs confirmed by our BisPCR^2^ analysis, three are linked to genes exhibiting differential expression in wild-type and GR*-*mutant adult brain samples, i.e. *fkbp5* (DEG ranking: 87/4483, adjusted *P*-value=8.96×10^−23^), *foxred2* (DEG ranking: 840/4483, adjusted *P*-value=1.88×10^−5^) and *lpar6a* (DEG ranking: 1114/4483, adjusted *P*-value=1.30×10^−4^). 

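Ordered by p in limma, *fkbp5* ranked 50, *foxred2* 796 and LPAR6 (ENSDARG00000062552) 1004 among the 20114 genes tested, of which 3523 passed. With DESeq2 on the recovered reads of the same genes the ranks were 87, 813 and 1089. The other LPAR6 gene was below the filter on low values and has no rank in these fits.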

Given its relatively high DEG ranking, regulation of *fkbp5* was investigated further. The robust hypermethylation of the *fkbp5* DMR in GR-mutant adult brain samples was accompanied by a substantial reduction in *fkbp5* transcript abundance, as confirmed by the plotting of read count data extracted from the RNA-Seq analysis (Fig. 7A). 

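The co-chaperone gene *fkbp5* fell from 20316 ± 6233 normalised counts in wild-type brains to 718 ± 640 in GR-mutant brains (SD, n = 6 each), a fold of 34.3 on the log2(count + 1) scale (log2 fold change -5.10, standard error 0.38, adjusted p = 1.49e-06 from limma). Each mutant library lay below each wild-type library (two-sided exact permutation test on the log2 values, p = 0.00216, the smallest p that 6 against 6 allow). *tsc22d3*, which glucocorticoids induce in many tissues, fell 6.95-fold and, like *klf9*, had no overlap between the genotypes.

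**Figure D3:**
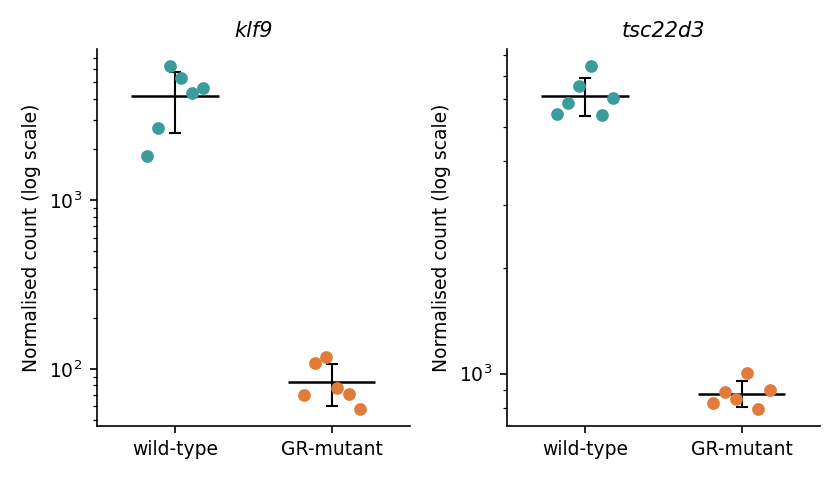
Normalised counts (vertical axes, log scale) of klf9 and tsc22d3 in the 6 wild-type and 6 GR-mutant brains, each point 1 brain, with the mean as a line and the SD as a bar. The genotypes occupy separate ranges for both genes.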

*In situ* hybridisation on wild-type and GR-mutant brain transverse sections by using an *fkbp5* RNA probe revealed that a specific pattern of *fkbp5* expression was extinguished in the thalamus, posterior tuberculum and hypothalamus of the GR-mutant brain (Fig. 7B).

**Fig. 7.**
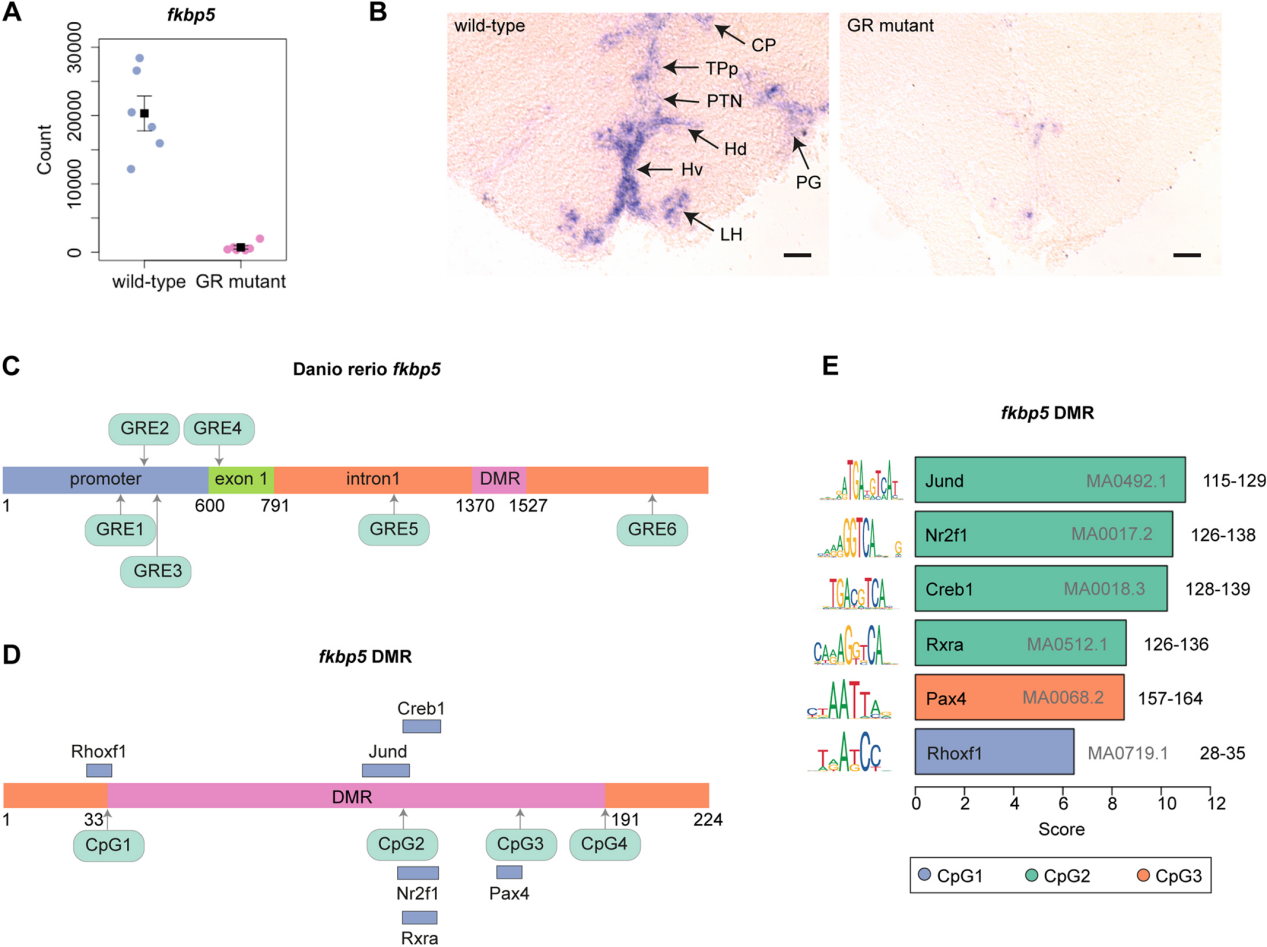
***fkbp5* is differentially expressed and differentially methylated in wild-type and GR-mutant zebrafish brains.** (A) GR function is required for *fkbp5* expression in the adult brain. Normalised transcript-count data for *fkbp5* obtained from RNA-Seq analysis of wild-type and GR-mutant fish (both *n*=6) adult brains (*P*=3.45×10^−25^). (B) GR function is required for *fkbp5* expression in the adult brain. *In situ* hybridisation analysis of *fkbp5* transcripts in transverse sections of adult zebrafish brain, cross section 149 (Wulliman et al., 1996) from wild-type (left panel) and GR-mutant (right panel) adult males, at a rostro-caudal position through the thalamus (CP, central posterior thalamic nucleus), the posterior tuberculum (TPp, periventricular nucleus of posterior tuberculum; PTN, posterior tuberal nucleus; PG, preglomerular nucleus) and the hypothalamus (Hd and Hv, dorsal and ventral zone of periventricular hypothalamus, respectively; LH, lateral hypothalamic nucleus). Results show *fkbp5* expression in wild-type brain that is almost completely extinguished in the GR-mutant brain. Wild-type and GR-mutant (both *n*=6) fish, across three independent experiments. Scale bars: 100 μm. (C) Schematic of *fkbp5*, showing promoter region, exon 1 and intron1. Six distinct GR-binding sites (GREs) within the promoter region (GRE1, GRE2, GRE3), exon 1 (GRE4) and intron 1 (GRE5, GRE6) are shown in green*.* (D) Schematic of the differentially methylated region (DMR; pink) within *fkbp5*, surrounded either side by two 33-bp-long flanking sequences (orange). Four cytosine and guanine dinucleotides separated by a phosphate, i.e. CpG1, CpG2, CpG3, CpG4, are shown in green (see Fig. 2A for chromosome 6 nucleotide coordinates). Binding sites for transcription factors Rhoxf1, Jund, Nr2f1, Rxra, Creb1 and Pax4 overlap with CpGs, and are shown as blue bars. (E) Bar graph of data obtained by using the JASPAR database, indicating that CpG1 of the *fkbp5* DMR is located within the binding motif for transcription factor RHOXF1, CpG2 is located within the binding motifs for transcription factors Creb1, Jund, Nr2f1 and Rxra, and CpG3 is located within the binding motif for transcription factor Pax4. Location of CpG4 is not located within a known transcription factor-binding motif. JASPAR matrix IDs are shown in grey within or to the right of each bar. DNA coordinates (nucleotide numbers) for each CpG within the *fkbp5* intron 1 as depicted in panel D, are shown in black. The consensus sequence for the DNA-binding motif is shown to the left of each bar.

Sequence analysis of the *fkbp5* promoter revealed the presence of three glucocorticoid response elements (GREs) within a 200 bp region located 100-300 bp upstream the transcription start site, one GRE within exon 1 and a further two GREs in intron 1 (Fig. 7C). Sequence analysis of the *fkbp5* intron 1 DMR indicates close similarities of the sequences spanning three of the four differentially methylated CpGs within this DMR (Fig. 7D) to binding sites for transcription factors Jund, Nr2f1, Creb1, Rxra, Pax4 and Rhoxf1 (Fig. 7E). Thus, it is possible that activated GR bound to one or more of the GREs in the *fkbp5* promoter regulates recruitment of these transcription factors to the *fkbp5* intron 1 DMR and/or demethylation of the CpGs within their putative binding sites.

## DISCUSSION

In this study, we combined genome-wide methylome and RNA-Seq analyses of brains from adult wild-type and GR-mutant zebrafish to identify genomic targets of the GR transcription factor. Our results indicate that, in response to stress-induced glucocorticoid signalling, primary functions of GR in the brain are to boost expression of an extensive network of genes linked to the GO term ‘chaperone-mediated protein folding’ and regulate the expression of components of the circadian oscillator network. GR mutants also display robust behavioural abnormalities in a variety of tests, and they exhibit differential expression of behaviour-associated genes. Integrative analysis of our results, using the DisGeNET platform to identify human gene–disease associations, further revealed that human orthologues of those zebrafish genes whose transcription is sensitive to loss of GR function are significantly associated with unipolar depression and anxiety disorders. Together, our results identify novel molecular mechanisms through which GR is likely to mediate responses to stress in the adult zebrafish brain and provide support for the GR mutant as a model of affective disorders.

### GR-mediated DNA methylation in the adult zebrafish brain

Our methylome analyses of the zebrafish genome, comparing wild-type and GR-mutant fish, has identified CpGs for which methylation is regulated by GR function in the adult zebrafish brain. The DMRs identified by WGBS are linked to genes encoding components of the response to dexamethasone, implying that some of them are linked to known GR-regulated genes, as well as an association with genes associated with neurogenesis. In rodents, neurogenesis has been linked to regulation of behaviour, including anxiety-associated behaviours (Aimone et al., 2014), suggesting that altered regulation of neurogenesis due to loss of GR function contributes to the affective-like behaviours also observed in this mutant.

The majority of identified DMRs were associated with protein-coding genes, where they are mostly located within a putative promoter region or first intron in which *cis*-regulatory elements are frequently located. Many DMRs are located in intragenic regions, where methylation has also been shown to modulate gene expression (Keller et al., 2016). Our BisPCR^2^ experiments confirmed that four of the 11 DMRs identified by WGBS exhibited robust DNA methylation differences in whole-brain samples of wild-type and GR-mutant fish. Thus, of the DMRs identified by WGBS, only a third were validated through BisPCR^2^. The unvalidated DMRs might represent regions that exhibit a stochastic variation in methylation or sequence reads derived from rare cell types within the brain. To explore these possibilities further, future work could include a deeper WGBS analysis of more adult brain samples, and identification of more GR-regulated DMRs linked to DEGs. Overall, we found significantly fewer DMRs than the number of differentially expressed transcripts identified in the RNA-Seq analysis. This is likely to be due to the small WGBS sample size (*n*=2) per genotype, the relatively low sequencing depth, as well as the tissue complexity and cellular heterogeneity of the adult brain tissue. We found an overlap of 22.5% between the identified GR-regulated DMRs and DEGs. There is an inverse relationship between promoter and/or intron 1 methylation and gene transcription (Anastasiadi et al., 2018). Accordingly, hypermethylation of DMRs for *fkbp5* and *foxred2* is consistent with the significantly downregulated gene expression we observed for these genes in GR mutants. However, methylation also occurs widely in other parts of the genome and has been associated with other functions, such as regulating alternative promoter sites (Maunakea et al., 2010). Accordingly, differential methylation associated with DMRs at non-promoter sites may be associated with functions, such as promoter selection, that could have relatively small effects on transcript abundance.

### GR-mediated regulation of chaperone-mediated protein folding gene expression

Bioinformatic analysis of the RNA-Seq data revealed a small number of Biological process GO terms that, with high statistical significance, were linked to GR function. Of these, ‘chaperone-mediated protein folding’ was the most significant. Consistent with these findings, the most significant GO term in the Molecular function category was ‘heat shock protein binding’. Genes linked to this term included members of the Hsp70 family (Finka et al., 2015), and the Hsp40 family of protein chaperones that stimulate the protein-folding ATPase activity of Hsp70 proteins (Balchin et al., 2020; Kampinga and Craig, 2010). 

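HSPA4 (ENSDARG00000004754), an Hsp110-type member of the Hsp70 superfamily, fell from 1667 ± 108 normalised counts in wild-type to 834 ± 107 in GR-mutant brains (SD, n = 6 each, log2 fold change -1.01, standard error 0.08, adjusted p = 2.48e-06 from limma). Of the Hsp40 genes, *dnajb4* fell from 3921 ± 332 to 2148 ± 65.5 (SD, n = 6 each, log2 fold change -0.86, standard error 0.06, adjusted p = 3.39e-07), and zgc:122979, placed among them under its other name dnajb1c, from 8272 ± 1327 to 2012 ± 704 (SD, n = 6 each, log2 fold change -2.09, standard error 0.19, adjusted p = 7.94e-06). The Hsp90 gene matched to *hsp90aa1.2*, listed as hsp90aa1, fell from 7483 ± 601 to 2193 ± 301 (SD, n = 6 each, log2 fold change -1.78, standard error 0.08, adjusted p = 2.37e-08); its tandem copy may share reads with it. Some changed genes belong to more than 1 of the gene lists, so the results of the lists are not all separate. Of 32 genes of the endoplasmic reticulum stress response, 9 fell and none rose (9 lower and 0 higher when adjusted over the list alone, camera adjusted p = 0.0198, adjusted p = 0.261 with an estimated correlation). Among them the Hsp70 chaperone of that organelle, *hspa5*, fell from 4158 ± 273 to 3379 ± 414 (SD, n = 6 each, adjusted p = 0.0142) and the pseudokinase *trib3* from 958 ± 145 to 471 ± 73.0 (SD, n = 6 each, adjusted p = 5.94e-05). With each library scaled to the same total 3 genes of this list rose and 4 fell, and *hspa5* (adjusted p = 0.0663) and the shift of this list (adjusted p = 0.0791) no longer passed.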

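The Hsp70-interacting protein gene *st13* was lower in GR-mutant brains by a small amount, at 5740 ± 249 normalised counts in wild-type and 4893 ± 80.7 in mutant libraries (SD, n = 6 each, log2 fold change -0.23, standard error 0.04, adjusted p = 0.00113 from limma). *hspe1*, the co-chaperonin of mitochondrial Hsp60, was lower by a larger fold, at 1739 ± 146 and 1268 ± 71.0 (SD, n = 6 each, log2 fold change -0.45, standard error 0.06, adjusted p = 3.23e-04 from limma). The Hsp90 co-chaperone PTGES3 (ENSDARG00000037284), or p23, fell from 6592 ± 1535 to 3315 ± 207 (SD, n = 6 each, adjusted p = 3.06e-04 from limma).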

Other genes linked to these GO terms include *st13*, encoding an HSP70-interacting protein that promotes the function of ligand-activated GR (Nelson et al., 2004), and *hspe1*, encoding an Hsp10-like heptameric ring chaperonin that promotes ATP-dependent protein folding in the mitochondrial matrix (Hartman et al., 1992). 

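Torsin family genes, which encode AAA+ ATPases of the endoplasmic reticulum, moved in different directions in GR-mutant brains. *tor2a* rose from 275 ± 35.9 to 379 ± 38.9 normalised counts (SD, n = 6 each, log2 fold change 0.46, standard error 0.10, adjusted p = 0.00582 from limma). *tor1l3* fell from 35.3 ± 21.1 to 8.71 ± 9.51 (SD, n = 6 each, log2 fold change -2.14, standard error 0.52, adjusted p = 0.0136 from limma). *tor1l1* lay below the filter on low values, at 0 to 5 reads per wild-type library and 6 to 16 per mutant library. No gene listed under the symbol tor1 was matched.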

Tor1, Tor1l1, Tor2a and Tor1l3 are transmembrane-spanning ER and nuclear-envelope-localised AAA+ ATPases, i.e. ATPases associated with a diverse cellular activities, with roles in maintaining integrity and function of the nuclear pore complex and nuclear membrane (Laudermilch and Schlieker, 2016). Unc45a and Unc45b are protein chaperones that form oligomers binding to Hsp90 and Hsp70, and assist in the re-folding of myosin proteins after stress-induced denaturation (Hellerschmied and Clausen, 2014). 

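Both UNC-45 chaperones were lower in GR-mutant brains. *unc45b* fell from 366 ± 40.5 to 107 ± 17.3 normalised counts (SD, n = 6 each, log2 fold change -1.78, standard error 0.12, adjusted p = 4.60e-07 from limma), and *unc45a* from 567 ± 45.9 to 470.0 ± 33.4 (SD, n = 6 each, log2 fold change -0.27, standard error 0.07, adjusted p = 0.0192 from limma). The call of *unc45a* was lost with each library scaled to the same total (adjusted p = 0.0699). It was also lost with the 5 shared library numbers fitted as a block (10 libraries, adjusted p = 0.121).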

Fkbp1aa, Fkbp4 and Fkbp5 are members of the peptidyl-prolyl cis-trans isomerase family of co-chaperones, with dual roles in Hsp90-mediated protein folding and protein peptidyl-prolyl isomerisation (Rein, 2020). 

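Of the peptidyl-prolyl isomerase genes beside *fkbp5*, *fkbp4*, which encodes an Hsp90 co-chaperone of steroid receptors, fell from 4600 ± 558 to 3433 ± 374 normalised counts in GR-mutant brains (SD, n = 6 each, log2 fold change -0.42, standard error 0.09, adjusted p = 0.00505 from limma). *fkbp1aa*, of the FKBP12 type, fell from 11727 ± 999 to 9506 ± 656 (SD, n = 6 each, log2 fold change -0.30, standard error 0.06, adjusted p = 0.00584 from limma).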

Hsp90 is a well-described cytoplasmic tether protein for GR that renders the nuclear import of GR cortisol dependent (Grad and Picard, 2007). Furthermore, *fkbp4* and *fkbp5* are glucocorticoid-regulated genes; their protein products are also involved in regulating glucocorticoid-dependent import of GR into the nucleus (Zannas et al., 2016). Taking all these observations into consideration, our results indicate that one primary function of GR in the brain is to systematically boost expression of an extensive network of genes linked to the GO term ‘chaperone-mediated protein folding’ in response to stress-induced glucocorticoid signalling, which could then facilitate behavioural and physiological allostasis. Endocrine responses to environmental stressors are important and well-documented mediators of adaptive phenotypic plasticity (Dennis et al., 2014; Lema, 2020; Sommer, 2020). Moreover, heat shock proteins have been implicated to enable phenotypic plasticity through their ability to refold and remodel protein structure (Zabinsky et al., 2019). It is, therefore, possible that the transcriptomic response to glucocorticoid signalling in the brain includes many genes that encode protein chaperones in order to underpin the neural and behavioural flexibility required for adaptive responses to stressors.

### GR-mediated regulation of genes involved in circadian rhythms

Our GO analysis shows that ‘circadian regulation of gene expression’, ‘circadian rhythm’ and ‘regulation of circadian rhythm’ were among the top four most-significant Biological process GO terms associated with GR function in the zebrafish brain. The circadian clock is a molecular oscillator network generating the rhythms of endocrine and metabolic activity that is needed for modulating physiology and behaviour across the day (Cox and Takahashi, 2019). Studies in mammals and zebrafish have demonstrated that substantial, highly conserved and regulatory cross-talk occurs between the GR and circadian transcription factors (Dickmeis et al., 2007, 2013; Froland Steindal and Whitmore, 2019; Jaikumar et al., 2020; Weger et al., 2016). In mammals, the core loop of the circadian oscillator network is made up of interactions between heterodimers of the CLOCK and BMAL1 transcription factors bound to E-boxes within *Per* and *Cry* target genes (Cox and Takahashi, 2019). PER and CRY proteins attenuate transcription of CLOCK/BMAL1 target genes, such as *Nr1d1* and *Nr1d2* (Cox and Takahashi, 2019), which encode transcription factors that regulate expression of Nfil3 genes (Zhao et al., 2021). 

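Both BMAL1 genes, which encode activators of the clock, were higher in GR-mutant brains, ENSDARG00000006791 at 1382 ± 113 and 2320 ± 153 normalised counts in wild-type and mutant libraries and ENSDARG00000035732 at 748 ± 125 and 1165 ± 68.7 (SD, n = 6 each, adjusted p = 3.85e-06 and 0.00106 from limma). Among the cryptochromes, *cry4* rose from 886 ± 137 to 1240 ± 119 (SD, n = 6 each, adjusted p = 0.00594). *cry5*, a photolyase-like gene, fell from 608 ± 74.6 to 404 ± 79.3 (SD, n = 6 each, adjusted p = 0.00638). Of the IDs listed as CRY1, ENSDARG00000011583 fell from 2703 ± 398 to 1830 ± 125 (SD, n = 6 each, adjusted p = 0.00126) while ENSDARG00000045768 did not pass the test, at 8423 ± 545 and 8200 ± 625 (SD, n = 6 each, adjusted p = 0.687). The repressor *nr1d1*, or Rev-erbα, fell from 2863 ± 814 to 781 ± 211 (SD, n = 6 each, log2 fold change -1.87, standard error 0.21, adjusted p = 6.19e-05). The paralogs of the repressor Nfil3 moved apart. *nfil3-5* rose from 2604 ± 438 to 5743 ± 888 and *nfil3-6* fell from 9806 ± 2362 to 4130 ± 359 (SD, n = 6 each, adjusted p = 3.07e-05 and 4.18e-05).

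**Figure D4:**
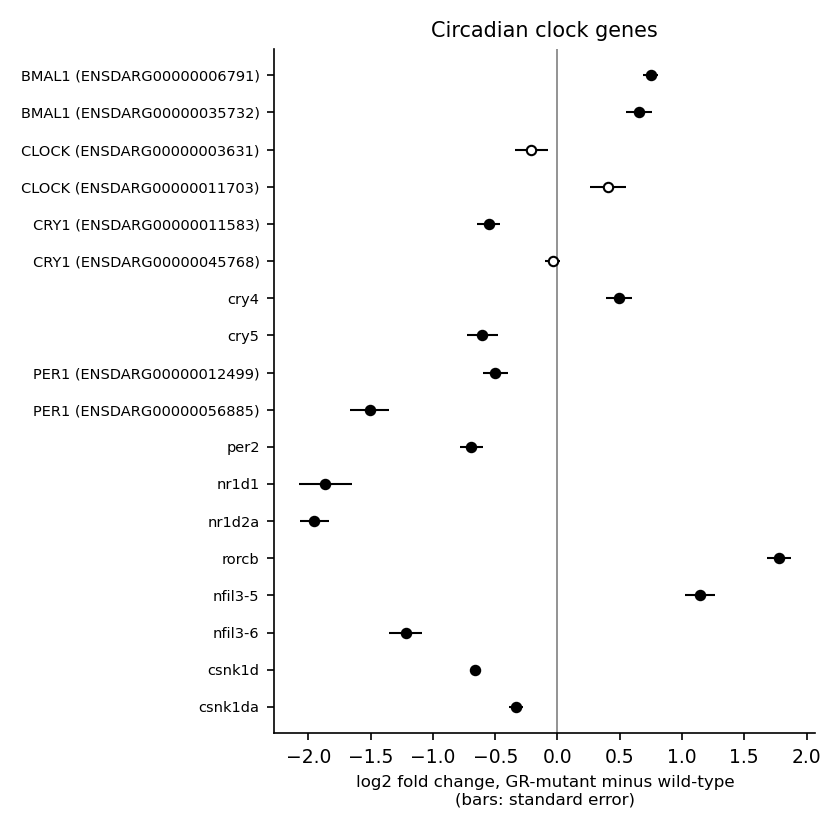
Log2 fold change from limma (horizontal axis, GR-mutant minus wild-type) of clock genes named in the paper (vertical axis), with the standard error as a bar and filled points where the adjusted p is under 0.05. The BMAL1 genes, cry4, rorcb and nfil3-5 lie to the right of 0, and nr1d1, nr1d2a and nfil3-6 to the left of -1.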

The results of our transcriptomic analysis indicate that a major function of GR in the zebrafish brain is to regulate the expression of many components of the circadian oscillator network and its primary target genes, including *arnt1a, arnt1b, cry1b, cry4, cry5, nr1d1, nr1d2a, per1a, per1b, per2, nfil3-5* and *nfil3-6*. However, whether all these genes are directly regulated by GR binding to GREs within their regulatory elements remains to be elucidated. A recent analysis of gene expression of Clock genes in GR-mutant zebrafish larvae did not find any difference in expression of Clock genes including *per1*, *per2*, *clocka* and *nr1d2a* (Jaikumar et al., 2020)*,* all of which were differentially expressed in our analysis. This discrepancy is likely to be due to the difference in tissue and developmental stage, since Jaikumar and colleagues used whole larval samples rather than adult brain. However, in a different GR-mutant line (*gr^ia30/ia30^*) differential expression and differences in the phases of expression peaks of Clock genes were observed both in samples of whole larvae and various tissues of adult GR mutants (Morbiato et al., 2019). 

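Of the period genes, which encode repressors of the clock, PER1 (ENSDARG00000056885) fell from 1646 ± 344 to 577 ± 114 normalised counts in GR-mutant brains, PER1 (ENSDARG00000012499) from 8267 ± 943 to 5878 ± 867, and *per2* from 7744 ± 915 to 4795 ± 616 (SD, n = 6 each, adjusted p = 2.72e-05, 0.00478 and 2.56e-04 from limma). *nr1d2a*, or Rev-erbβ, fell from 11245 ± 1584 to 2915 ± 465 (SD, n = 6 each, log2 fold change -1.95, standard error 0.12, adjusted p = 1.46e-07). Neither ID listed as CLOCK passed the test. CLOCK (ENSDARG00000003631) had 853 ± 174 and 726 ± 88.9 normalised counts (SD, n = 6 each, adjusted p = 0.289), and CLOCK (ENSDARG00000011703) had 372 ± 70.4 and 492 ± 84.0 (SD, n = 6 each, adjusted p = 0.0649). The latter passed with DESeq2 on the recovered reads (adjusted p = 0.0334) and with each library scaled to the same total (adjusted p = 0.0324), and the former without wild-type replicate 1 (adjusted p = 0.0478), a setting chosen after seeing the data.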

The study by Morbiato et al. highlights the tissue specificity of Clock gene expression, but, since this study did not analyse adult brain, it is difficult to make comparisons with our data. Nevertheless, our findings are in broad agreement with their conclusion that a major function of GR is to modulate expression of genes involved in circadian rhythms.

### GR-mediated regulation of genes involved in metabolic processes

A third group of five significant GO terms describes regulation of metabolic pathways. These are ‘regulation of primary metabolic process’, ‘regulation of nitrogen compound metabolic process’, ‘regulation of cellular metabolic process’, ‘regulation of macromolecule metabolic process’ and ‘regulation of metabolic process’. All five of these GO terms are linked to the same eight genes within the top 30 DEGs ranked according to adjusted *P*-values: *tsc22d3*, *sox11b*, *klf9*, *rorcb*, *nr1d2a*, *csnk1db*, *itm2cb* and *foxg1b*. 

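*tsc22d3*, which encodes the glucocorticoid-induced leucine zipper protein and lies on the chromosome that carries *nr3c1*, fell from 6131 ± 765 to 878 ± 73.8 normalised counts in GR-mutant brains (SD, n = 6 each, log2 fold change -2.80, standard error 0.08, adjusted p = 1.10e-10 from limma). *klf9*, a glucocorticoid-induced Krüppel-like transcription factor whose neighbour in the gene order, si:dkey-201c13.2, was also at least 20-fold lower in mutants, fell from 4154 ± 1636 to 83.8 ± 23.4 (SD, n = 6 each, log2 fold change -5.54, standard error 0.27, adjusted p = 3.07e-08). SOX11 (ENSDARG00000095743), a transcription factor of neuronal development, fell from 8989.9 ± 858 to 2733 ± 85.8 (SD, n = 6 each, log2 fold change -1.71, standard error 0.06, adjusted p = 6.28e-10). *foxg1b*, a forebrain transcription factor, fell from 414 ± 161 to 29.2 ± 6.60 (SD, n = 6 each, log2 fold change -3.72, standard error 0.24, adjusted p = 3.98e-07). *rorcb* rose from 1065 ± 148 to 3644 ± 404 (SD, n = 6 each, log2 fold change 1.78, standard error 0.10, adjusted p = 8.15e-08). csnk1d, the table's name for the casein kinase gene matched to *csnk1db*, fell from 5928 ± 261 to 3747 ± 132 (SD, n = 6 each, log2 fold change -0.66, standard error 0.04, adjusted p = 2.51e-07). Of the paralogs, ITM2C (ENSDARG00000039650) fell from 10422 ± 1476 to 3965 ± 308 (SD, n = 6 each, adjusted p = 3.39e-07). ITM2C (ENSDARG00000043448) did not pass the test, at 15224 ± 1622 and 12828 ± 1386 (SD, n = 6 each, adjusted p = 0.0532). It passed with DESeq2 on the recovered reads (adjusted p = 0.0248).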

Previous studies of *tsc22d3* and *klf9* or their orthologues in other vertebrates have demonstrated important roles for these transcription factors downstream of GR function (Bonett et al., 2009; Cui et al., 2019; Gans et al., 2020, 2021; Lebow et al., 2019). Intriguingly, mammalian homologues of *csnk1db*, i.e. *Csnk1d*, *Csnk1e* and *Csnk2*, are known to phosphorylate PER1 and thus influence circadian rhythm (Blau, 2008; Lowrey et al., 2000; Xu et al., 2005) and, indeed, both *csnk1db* and *csnk1da* are GR-regulated genes also annotated with the GO term ‘regulation of circadian rhythm’ (Table S4). Similarly, the circadian transcription factor *nr1d2a* is associated with multiple circadian rhythm and regulation of metabolism GO terms (Table S4). Additionally, STRING protein–protein interaction analysis for the GR-regulated proteins in the Regulation of primary metabolic process GO category identified many circadian clock components as robust interactors within this category. Thus, our results imply that the circadian oscillator network is an important glucocorticoid-responsive regulator of metabolic pathways in the adult zebrafish brain, the activity of which is boosted during daylight hours as part of the allostatic response to endocrine stress.

### GR-mediated regulation of genes associated with behaviour and affective disorders

Our behavioural studies of adult zebrafish in the open field confirmed other published results stating that GR mutants exhibit increased freezing behaviour, slow swimming and reduced thigmotaxis, all of which may represent biomarkers of an affective disorder (Ziv et al., 2013). Increased freezing behaviour has been related to an anxiety- or depressive-like behaviour, and reduced thigmotaxis potentially reflects a reduction in motivated exploratory behaviour (Ziv et al., 2013). However, the interpretation of a link between reduced thigmotaxis and anxiety has been contested (Rajput et al., 2022). It has also been suggested that increased time spent around the perimeter of the tank is indicative of anxiety (Kalueff et al., 2013), since this behaviour can be reduced by exposure to anxiolytic drugs (Schnörr et al., 2012). Furthermore, some studies have found that thigmotaxic behaviour is increased in stressed zebrafish (Borba et al., 2023), whilst others have found no effect of stress on this behaviour (Golla et al., 2020).

Nevertheless, the additional behavioural tests we performed further support the suggestion that the altered behaviours of GR-mutant adults are symptomatic of an affective disorder (Ziv et al., 2013). The lack of light preference exhibited by GR mutants in the light–dark preference test, compared to the light preference exhibited by wild-type fish, is reminiscent of other reports of wild-type fish exhibiting a light preference that is absent in animals exposed to stress (Chakravarty et al., 2013; Champagne et al., 2010). Moreover, light avoidance has been proposed to be an anxiety-like behaviour of adult zebrafish (Maximino et al., 2011, 2010) since it is ameliorated by treatment with anxiolytic drugs (Fontana et al., 2022; Maximino et al., 2011). In the novel tank diving test, GR*-*mutant fish swam slower and made fewer entries to the upper compartment of the tank than wild-type fish. This behaviour has also been considered indicative of anxiety since it is reduced by prior stress exposure and increased by administration of anxiolytics (Cachat et al., 2010; Fontana et al., 2022; Golla et al., 2020). As documented previously by Griffiths et al. (2012), we found that GR*-*mutant larvae swim slower than wild-type larvae when observed in a group context. Moreover, group cohesion – as measured by their NND – was much lower in GR*-*mutant compared with wild-type larvae, potentially indicating an impairment in social behaviour. Interestingly, we found that the reduced group cohesion and swim speed of GR*-*mutant larvae were similar to the values exhibited by wild-type fish after exposure to saline stress but did not decrease further upon exposure to saline stress. These observations are consistent with published findings that GR*-*mutant fish cannot modulate levels of cortisol and HPI axis-associated genes following stress exposure (Faught and Vijayan, 2019a; Ziv et al., 2013), and that GR-mutant fish do not habituate to a novel tank after repeated exposure to it (Ziv et al., 2013).

We identified 32 GR-regulated genes associated with the GO term ‘behavior’. These genes include *otpa,* known to play a role in social behaviour (Wircer et al., 2017), as well as *agrp* (Shainer et al., 2019) and *bdnf* (Blanco et al., 2020), which are thought to play roles in feeding behaviour. 

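Neither ID listed as OTP, a homeobox factor of hypothalamic neuroendocrine neurons, passed the test in limma. OTP (ENSDARG00000014201) had 755 ± 108 normalised counts in wild-type and 1009.7 ± 215 in GR-mutant brains (SD, n = 6 each, log2 fold change 0.40, standard error 0.15, adjusted p = 0.0809), and ENSDARG00000058379 389.5 ± 89.1 and 469.8 ± 109 (SD, n = 6 each, log2 fold change 0.27, standard error 0.17, adjusted p = 0.302). The former passed with DESeq2 on the recovered reads (adjusted p = 0.0283) and with each library scaled to the same total (adjusted p = 0.0317).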

Since *bdnf* has previously been implicated in regulation of zebrafish circadian rhythmicity (D'Agostino et al., 2022; Lucon-Xiccato et al., 2022), it will be of interest to determine whether its role in this process lies downstream of GR function.

Interrogating the DisGeNET database of disease-associated genes (Piñero et al., 2020) with the list of 4483 GR-regulated genes indicated that genes for which transcription is sensitive to loss of GR function in the brain are significantly associated with both unipolar depression and anxiety disorders. In humans, loss of GR function causes Chrousos syndrome (Nicolaides and Charmandari, 2015), in which HPA axis function is dysregulated, leading to hypercortisolaemia, similar to what we observed in GR-mutant fish. Hypercortisolaemia is one of the most-consistent hormonal characteristics of affective disorders, (Holsboer, 2000; Pariante and Lightman, 2008) and increased methylation of *NR3C1* is accompanied by reduced *NR3C1* transcription in some trauma-related psychiatric illnesses (McGowan et al., 2009; Turecki and Meaney, 2016). Thus, loss of *NR3C1* function and/or expression may increase risk of these psychiatric disorders, and the zebrafish GR mutant may be a useful model in which to elucidate aspects of their pathophysiology.

Epigenetic changes at the human *FKBP5* locus have previously been implicated in PTSD and depression resulting from childhood trauma (Klengel et al., 2013). Exposure to childhood trauma is linked to decreased methylation of CpG dinucleotides within intron 2 of *FKBP5*, increased *FKBP5* transcription and suppression of GR function (Klengel et al., 2013). Our study revealed that the zebrafish *fkbp5* locus exhibited changes in both DNA methylation and gene transcription in the GR-mutant adult brain. We observed a robust hypermethylation of four CpGs within the *fkbp5* intron 1 DMR of GR-mutant brain samples, accompanied by a dramatic reduction in *fkbp5* transcription. The least-methylated CpG within this DMR, CpG2, lies within binding sites for Creb1, Jund, Nr2f1 and Rxra, whilst CpG1 lies within a binding site for Rhoxf1, and CpG3 lies within a binding site for Pax4 (Fig. 7). The almost complete lack of methylation of CpG2 in wild-type adult zebrafish brain suggests that, *in vivo*, it can be bound by one or more of the Creb1, Jund, Nr2f1 and Rxra transcription factors, which could prevent its methylation. Interestingly, *creb1b* was 0.7-fold downregulated, *jund* was 0.6-fold downregulated and *nr2f1a* was 1.25-fold upregulated in the GR mutant compared to wild-type brain samples (Table S4). Thus, the reduced levels of Creb1b and Jund proteins and/or the increased level of Nr2f1a, caused by loss of GR function, could facilitate increased DNA methyltransferase (DNMT) action at CpG2, leading to its hypermethylation in GR-mutant brain samples. 

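creb1, the table's name for the cAMP-response transcription factor matched to *creb1b*, had 939 ± 278 normalised counts in wild-type and 645 ± 70.4 in GR-mutant brains (SD, n = 6 each), 0.710-fold the wild-type level, which did not pass the test (log2 fold change -0.49, standard error 0.17, adjusted p = 0.0557 from limma). It passed with edgeR (adjusted p = 0.0433) and DESeq2 (adjusted p = 0.0105) on the recovered reads. *jund*, a subunit of AP-1, was at 0.604-fold the wild-type level. Of the IDs listed as NR2F1, an orphan nuclear receptor, ENSDARG00000052695 rose 1.23-fold, from 3212 ± 347 to 3934 ± 199.7 (SD, n = 6 each, log2 fold change 0.30, standard error 0.07, adjusted p = 0.00827 from limma), and ENSDARG00000017168 did not pass the test, at 239 ± 28.8 and 244 ± 25.9 (SD, n = 6 each, 1.02-fold, adjusted p = 0.851).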

In our transcriptomic analysis of the GR-mutant brain, we detected significant upregulation of *dnmt3aa* and *dnmt3bb.3*, zebrafish orthologues of the mammalian ‘*de novo*’ methyltransferases DNMT3A and DNMT3B, respectively (Okano et al., 1999). Upregulation of these DNMTs could facilitate hypermethylation of loci, such as the *fkbp5* DMR in the GR-mutant brain.

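The *de novo* DNA methyltransferase gene *dnmt3bb.3* rose from 309 ± 13.07 to 404 ± 28.5 normalised counts in GR-mutant brains (SD, n = 6 each, log2 fold change 0.39, standard error 0.07, adjusted p = 0.00176 from limma). DNMT3A (ENSDARG00000005394) rose from 319.8 ± 64.3 to 461 ± 95.2 (SD, n = 6 each, log2 fold change 0.53, standard error 0.16, adjusted p = 0.0401 from limma), while DNMT3A (ENSDARG00000015566) did not pass the test, at 2872 ± 317 and 3098 ± 161 (SD, n = 6 each, adjusted p = 0.270). Of 25 genes of DNA methylation, demethylation and their GADD45 partners, 5 rose and 5 fell (7 higher and 6 lower when adjusted over the list alone, camera adjusted p = 0.851, direction up, the median log2 fold change was 0.11 and the mean -0.06). GADD45G (ENSDARG00000019417) fell from 1479.6 ± 239 to 608 ± 60.5 and GADD45B (ENSDARG00000027744) from 2683 ± 471 to 1037 ± 200.1 (SD, n = 6 each, adjusted p = 3.74e-06 and 1.79e-05). The rises numbered 3 with no filter on low values, 8 with total-count scaling and 1 without wild-type replicate 1. The call of DNMT3A (ENSDARG00000005394) was lost with no filter on low values (adjusted p = 0.0516) and without the mean-variance trend (adjusted p = 0.0574). It was also lost with the 5 shared library numbers fitted as a block (10 libraries, adjusted p = 0.0513). Without wild-type replicate 1, a setting chosen after seeing the data, it was lost too (log2 fold change 0.41, adjusted p = 0.0607).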

As a co-chaperone for Hsp90 and an inhibitor of GR nuclear translocation, Fkbp5 may be an important functional bridge between Hsp90 and GR, regulating a chaperone-based phenotypic plasticity response to endocrine signalling. Accordingly, FKBP5-mediated attenuation of GR function might curtail the psychological and behavioural flexibility that is compromised in people with depression and anxiety (Kashdan and Rottenberg, 2010). Our observation that, unlike wild-type larvae, GR*-*mutant larvae did not modulate their behaviour in response to acute osmotic shock, indicates that GR-mutant zebrafish are unable to switch between behavioural states in response to stress. This phenotype could, at least in part, reflect their hypercortisolaemic state, and might be akin to the loss of psychological and behavioural flexibility in people with affective disorders.

Another important regulator of the stress response is the mineralocorticoid receptor (NR3C2 in human, hereafter referred to as MR), encoded by *nr3c2*, the close relative of *nr3c1*. Indeed, work in zebrafish larvae indicates that both GR and MR are involved in stress-regulation in zebrafish larvae (Faught and Vijayan, 2018). Moreover, MR is required for both initiation and termination of the endocrine stress response, and for the modulation of behaviours, such as thigmotaxis in MR-mutant larvae (Faught and Vijayan, 2018). 

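The mineralocorticoid receptor gene *nr3c2* had 680.2 ± 171 normalised counts in wild-type and 1036 ± 208 in GR-mutant brains (SD, n = 6 each), a rise of 1.53-fold (log2 fold change 0.62, standard error 0.17, adjusted p = 0.0245 from limma). The transcript of *nr3c1* rose 1.11-fold (log2 fold change 0.15, standard error 0.04, adjusted p = 0.0160 from limma). With the 5 shared library numbers fitted as a block in limma (10 libraries), neither call passed (adjusted p = 0.0512 for *nr3c2* and 0.0655 for *nr3c1*). Of 23 genes of the hypothalamic-pituitary-interrenal axis and its receptors, 5 rose and 3 fell (7 higher and 3 lower when adjusted over the list alone, camera adjusted p = 0.102). At equal totals per library 8 rose and 3 fell, and with the stricter filter 3 rose and 3 fell. The glucocorticoid-inactivating enzymes *hsd11b2* and *hsd20b2* fell, from 1918 ± 738 to 529 ± 137 and from 921 ± 499.96 to 129 ± 9.87 (SD, n = 6 each, adjusted p = 2.89e-04 and 6.26e-04), and *pomcb*, a precursor gene of adrenocorticotropic hormone, rose from 49.6 ± 16.8 to 113 ± 20.3 (SD, n = 6 each, adjusted p = 0.00184).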

Interestingly, we observed upregulation of *nr3c2* transcripts in the GR-mutant adult brain (Table S3). Altered expression and/or function of MR might contribute to the phenotypes we observed in the GR mutant, hypercortisolaemia of which could cause MR activation, with impacts on behaviour. Thus, future research, comparing the phenotypes of GR, MR and GR–MR double-mutant zebrafish will deepen our understanding of how transcription factors GR and MR contribute to stress regulation in the brain.

The GR-regulated genes and biological processes identified in this study represent promising subjects for further investigation of how loss of GR function dysregulates gene expression in the brain and, thereby, could contribute to behavioural dysfunction. Furthermore, given the utility of the zebrafish for high-throughput small-molecule screening, our results identify molecular pathways that may include tractable targets for the discovery of new treatments for affective disorders.

## MATERIALS AND METHODS

### Zebrafish husbandry and genotyping of stocks

Adult zebrafish were maintained with a 14 h light/10 h dark cycle at 28°C according to standard protocols and were mated using spawning tanks. The *nr3c1* mutant allele *gr^s357^* (Ziv et al., 2013) was obtained from Herwig Baier (MPI for Neurobiology, Martinsried, Germany). Homozygous mutant and wild-type adult sibling populations were created by in-crossing adult *gr^s357^* heterozygotes, and the resulting larvae were raised to adulthood. Young adults were genotyped by fin-clipping and sequencing of genomic DNA-derived PCR products encompassing the *s357* mutation, to establish groups of homozygous wild-type and homozygous *gr^s357^* mutant fish (which from here onwards will be referred to as GR-mutant fish). Wild-type and GR-mutant fish were then maintained in separate tanks and used for behavioural and molecular analysis. All procedures involving experimental animals were performed under the authority of licences granted by the UK Home Office, in compliance with local and national animal welfare guidelines and in accordance with the UK Animals (Scientific Procedures) Act 1986. Adult zebrafish were analysed aged 11–22 months and age-matched within each experiment. Brains used for WGBS, targeted bisulfite sequencing and RNA-Seq transcriptome analysis as well as adult body samples for steroid extraction were from males, whilst behaviour experiments used both males and females. All tissue sampling was conducted between 10:00 and 12:00 on the day of culling and dissection.

### Behavioural analysis

ZebraLab and Shoaling Software (Viewpoint, France) was used to track the movement of individual zebrafish when isolated and in groups, respectively, to provide quantitative measures of swimming behaviour, as previously described by Eachus et al. (2017). All fish used for behavioural analysis were 11 months of age. The tank used for the open field test and the scototaxis test was 25×15×15 cm and filled to 4.1 l, whereas the trapezoid tank used for the novel tank diving test was 23.5×6.2×13.5 cm and filled maximally, as previously described by Eachus et al. (2017). Fish were transported to the behaviour room on the morning of testing and allowed to acclimatise to the behaviour room for 1 h prior to the experiment to allow any stress-induced (via transportation) cortisol levels to return to baseline. All experiments were carried out in a custom-built soundproof booth with controlled lighting and temperature (28°C).

#### Open field test

Individual fish were acclimatised to the empty tank for 1 h prior to testing, horizontal swimming behaviour was then recorded for 10 min, as previously described by Eachus et al. (2017). Instances of freezing behaviour (i.e. when the fish was immobile) were counted when lasting >1 s. To define the duration of thigmotaxis/perimeter swimming, the tank was divided into an inner and outer compartment, in which the outer compartment consisted of an area around the perimeter of the tank of equal volume to the inner compartment. The open field test utilised five male and four female fish of each genotype.

#### Novel tank diving test

Vertical swimming behaviour of individual fish was recorded and binned at 1-min intervals in a 10-min test, as previously described by Eachus et al. (2017). Slow swimming is defined as any swimming movement of velocity up to 2 cm/s. Fish were acclimatised to the behavioural analysis room for 1 h prior to testing, then placed into the tank used for the novel tank diving whereupon testing began immediately. For the novel tank diving test, nine mutant females and seven mutant males, and eight wild-type females and eight wild-type males were used.

#### Scototaxis test

Horizontal swimming behaviour of individual fish performed in the light half of the tank, was recorded during 10 min and data were binned every 1 min, as previously described by Eachus et al. (2017). Fish were acclimatised to the behavioural analysis room for 1 h prior to testing, then placed into the tank, whereupon testing began immediately. For the scototaxis test, four wild-type male and four wild-type female, and four mutant male and five mutant female fish were used.

#### Group swimming analysis of larvae

Groups of 21 larvae aged 5 days post fertilisation (dpf) were analysed in a standard 90 mm circular Petri dish, filled with 50 ml E3 medium, and horizontal swimming behaviour was then recorded for 10 min, as previously described by Eachus et al. (2017). Groups of larvae were acclimatised to the Petri dishes in the behavioural analysis room for 1 h prior to testing. 12 groups of wild-type and 12 groups of GR-mutant fish were analysed across two independent experiments.

### Extraction and quantification of cortisol

Individual adult zebrafish were culled via a rapid overdose of Tricaine followed by decapitation and the body was snap-frozen for cortisol extraction. Adult fish used for cortisol analysis were aged 20 months. Larval cortisol samples were collected from pools of 21 snap-frozen larvae aged 5 dpf, in an Eppendorf tube. Cortisol was extracted using previously described protocols (Cachat et al., 2010; Yeh et al., 2013). Whole-body cortisol levels were then quantified using the ELISA protocol as previously described (Cachat et al., 2010; Yeh et al., 2013).

### WGBS

Whole brains of wild type and GR mutant (*n*=2 each) were dissected from 13-month-old adult male zebrafish and genomic DNA was extracted using the Qiagen DNAeasy kit. DNA sequencing libraries were prepared and sequenced using 125 bp paired-end reads on an Illumina HiSeq by GATC Biotech. Sequence data quality was inspected using FastQC and reads were trimmed to phred-quality Q15. Reads were aligned to the reference genome (*Danio rerio*, GRCz10 release 85) using Bismark with the default parameters (Krueger and Andrews, 2011). PCR duplicates were removed and methylation calls were made using Bismark v0.15.0. Regions that were differentially methylated in mutants were detected using the R package bsseq (v1.8.2) with default parameters: the data were smoothed, low coverage (<2x coverage in all samples) CpGs were removed, and t-statistics were computed and thresholded at 4.6 to identify differentially methylated CpGs (https://support.bioconductor.org/p/78227/). The WGBS DNA sequence data and associated metadata are available at the NCBI Gene Expression Omnibus (GEO) under accession number GSE120632.

Methylation heatmaps were constructed using DeepTools (v3.1.3). Genes were scaled to 10,000 bp and methylation was averaged in 250 bp bins. Methylation levels were plotted for 1448 genes exhibiting >95% CpG coverage within the interval spanning 5 kb upstream of the transcription start site (TSS), the gene body and 5 kb downstream of the transcription termination site (TTS), for wild-type and GR-mutant samples. GO analysis of 253 ENSEMBL IDs associated with the DMRs was performed using GO Term Finder (Boyle et al., 2004) with a *P*-value cut-off of 0.05. The top ten GO terms were manually identified, i.e. slimmed, according to EBI QuickGO ancestry charts.

### Targeted bisulfite sequencing of amplicons by using the BisPCR^2^ method

Whole brains (from ten wild-type and ten GR-mutant adult male zebrafish aged 15 months) were dissected from terminally anaesthetised adult zebrafish and genomic DNA was extracted using the Qiagen DNAeasy kit. Library preparation was based on previously published protocols (Bernstein et al., 2015). Of each DNA sample, ∼200 ng was bisulfite treated using the Qiagen Epitect kit according to manufacturer's instructions, and quantified using an Agilent Tapestation with High-sensitivity tape.

Bisulfite-converted DNA (100 pg) was amplified for 40 cycles in ‘PCR round 1’ by using KAPA Hifi Uracil+ Readymix with 300 nM primer. The optimum annealing temperature and MgCl_2_ concentration for the primer pairs was determined by analysing PCR products on a 2% agarose gel. The ‘PCR round 1’ primers included a 25-30 bp amplicon-specific sequence, designed using MethPrimer (Bernstein et al., 2015) plus an 18 bp overhang to allow the annealing of ‘PCR round 2’ primers (see Table S8). All ‘PCR round 1’ amplicons were pooled for each individual sample at 10 ng/amplicon based on quantification via the Agilent Tapestation. Excess primers and dNTPs were removed using the Qiagen PCR clean-up kit. Individual samples were then barcoded via a second round of PCR. ‘PCR round 2’ reactions were 20 µl, using the KAPA Hifi Uracil+ mastermix, with 300 nM primer and 1 ng of pooled ‘PCR round 1’ product for each sample. The ‘PCR round 2’ forward primer was identical to the 5′ overhang on the ‘PCR round 1’ amplicons, whilst the reverse primer included a region to anneal to the 3′ overhang on the ‘PCR round 1’ amplicons, plus a 6 bp sample-specific barcode. The final barcoded amplicons ranged from 199-270 bp. Excess primers and dNTPs were removed using the Qiagen PCR clean-up kit. Sample quantity and size were determined using the Agilent Tapestation. Products outside of the expected range were removed using AMPure XP beads. Samples were then pooled in an equimolar manner, and a 500 ng pool was sequenced by GATC Biotech (Ebersberg, Germany). Illumina adapters were ligated by GATC Biotech and the samples were sequenced on the Illumina HiSeq for 150 bp paired-end reads.

Sequence quality was determined using FastQC. Sequence data were demultiplexed using QIIME 1 (Caporaso et al., 2010; Li and Dahiya, 2002) and primers were trimmed using cutadapt software (Martin, 2011). Data were aligned to the reference genome (*Danio rerio*, GRCz10 release 85) and methylation levels were called using BSseeker2 (Guo et al., 2013). DNA sequence data and associated metadata are available at GEO (accession number GSE120632). JASPAR was used to identify transcription factor binding sites within the fkbp5 DMR (Sandelin et al., 2004).

### RNA-Seq transcriptome analysis

Brains were dissected from terminally anaesthetised 22-month-old adult male zebrafish with olfactory bulbs and pituitary glands intact and stored individually at −80°C. Total RNA extraction was performed using the commercial RNAeasy Mini Kit (Qiagen) as per manufacturer's instructions. RNA integrity was evaluated on a 1% TAE agarose gel using the Agilent Bioanalyser (2100, Agilent Technologies, USA). RNA library preparation and sequencing were performed by the Deep Sequencing Facility at Technische Universität Dresden (Dresden, Germany). mRNA isolation was achieved using the NEB Next poly(A) mRNA magnetic isolation module with approximately 300 ng total RNA input. Libraries were produced using the NEBNext Ultra II Directional RNA Library Prep Kit for Illumina (NEB, Ipswich, MA, USA). mRNA libraries were sequenced using a 375 bp paired-end method and performed on an Illumina NovaSeq 6000 system (Illumina, San Diego, CA, USA) to a depth of ∼30 million reads per sample. Raw data sequencing files (Fastq.gz) were produced by Technische Universität Dresden for further analysis. RNA-Seq reads were trimmed using Trimmomatic v0.39 (ILLUMINACLIP:Trimmomatic-0.39/adapters/TruSeq3-PE-2.fa:2:30:10) (Bolger et al., 2014), and rRNA sequence contaminants were removed using SortmeRNA v2.1 (Kopylova et al., 2012). Sequence reads were quality-controlled using FastQC. Individual quality control files were combined with MultiQC (Ewels et al., 2016). Quality-processed sequence reads were aligned to the zebrafish genome (GRCz11) by using STAR software and the number of reads per gene was quantified using its quantMode GeneCounts option (Dobin et al., 2013). These steps were performed on the high-performance computing (HPC) cluster ShARC (University of Sheffield). Bioinformatic analysis of RNA-Seq data was performed using RStudio (R v3.6.1). R package DESeq2 was used for differential expression and statistical analysis (Love et al., 2014). Data were normalised with an in-built function using the median-of-ratios method. Wald test was used for hypothesis testing and Benjamini-Hochberg correction was used to correct for multiple comparisons. The ‘result’ function accepted FDR score input of DESeq2 was 0.05, a more stringent threshold than the default 0.1. The threshold of significance was an adjusted *P*-value <0.05. PCA plots, heatmaps and graphs were created using the ggplot2 package in R.

RNA-Seq data and associated metadata are available at GEO under accession number GSE213505.

Additional threshold-based gene set testing was conducted using clusterProfiler Bioconductor package, Release (3.15) (Wu et al., 2021; Yu et al., 2012). To use its enrichGO function, IDs of significant DEGs, and all genes in the dataset were inputted using org.Dr.eg.db (Genome wide annotation for *Danio rerio*) package to map genes to biological pathways. The q-value cut-off was 0.05. Enrichment analysis of disease-associated genes was conducted using the disgenet2r package (v7.0) and compared to all DisGeNET databases (Piñero et al., 2017, 2015, 2020, 2021). STRING (version 11.5) was used to identify functional protein–protein interaction networks (Snel et al., 2000; Szklarczyk et al., 2021).

### *In situ* hybridisation

Adult brains were dissected from humanely culled fish aged 20 months and fixed in fresh in 4% paraformaldehyde in 0.12 M phosphate buffer (4% PFA PB) overnight at 4°C, and then transferred to 30% sucrose (S0389; Sigma), rocking at 4°C for 1-2 days until they sank. Brains were mounted in OCT (361603E; VWR International) and frozen on dry ice before storage at −80°C. Sequential serial 15 μm-thick coronal sections were cut using a cryostat (Leica Biosystems) and collected directly onto Superfrost Plus slides (Fisher Scientific) and stored at −20°C. Chromogenic *in situ* hybridisation was then performed as previously described (Moore et al., 2022). Colour development was performed for an equal duration for wild-type and GR-mutant brain sections.

### Statistical analysis

Statistical analysis and graphics were created in ‘R’ and GraphPad Prism. Data were tested for equal variance and normality prior to analysis. Statistical significance was tested using *t*-tests or Analysis Of Variance and post-hoc analysis via pairwise comparisons. Data normality was evaluated using multiple normality tests, including Shapiro–Wilk, D'Agostino-Pearson and Kolmogorov–Smirnov. A Tukey multiple comparison test was used post-ANOVA to identify means between which a significant difference was observed. If data did not meet the required assumptions for any statistical test, outliers were identified for exclusion using ROUT method, data transformations or non-parametric tests. Where data under analysis were not normally distributed, significance was determined using the Mann–Whitney test. In all graphs, bars represent the mean±s.e.m. *P<0.05, **P<0.01, ***P<0.001, ****P<0.0001.

## Supplementary Material

10.1242/dmm.050141_sup1 Supplementary information

## First Person

This article has an associated First Person interview with the first author of the paper.

How the deposited data were processed for this re-analysis (not part of the article)

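RNA was sequenced from the brains of 12 male zebrafish aged 22 months, 6 wild-type fish and 6 siblings homozygous for *gr s357*, with 1 poly(A)-selected library per brain. The authors trimmed the paired-end reads, removed ribosomal sequences with SortmeRNA, aligned to GRCz11 with STAR, counted reads per gene and divided the counts by DESeq2 size factors. The deposited values are therefore a signal per gene, normalised counts, in 1 table per brain. The submitters' processing notes name Trimmomatic (3.9), STAR, FastQC, MultiQC and DESeq2.

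Each table lists 32520 gene IDs, of which 29201 had a symbol in the name table used here and 6314 shared it with another ID. Within each library the values are whole multiples of the value of 1 read, and 100% of them gave whole reads within a tolerance of 0.001. The recovered reads, 24407683 to 37548901 per library, served only for the count tests among the alternatives. No pair of libraries was a duplicate, as the reads of any 2 differed in at least 24900 genes.

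The values were taken as log2(normalised count + 1) and fitted with limma (3.58.1, in R 4.3.3) with a mean-variance trend and no block, over the 20114 genes with at least 10 normalised counts in at least 6 of the 12 libraries. P-values were adjusted by Benjamini-Hochberg with a threshold of 0.05, and a second count also required an absolute log2 fold change of at least 0.58. Log2 fold changes are GR-mutant minus wild-type, on the log2(value + 1) scale. Comparisons of a single value used two-sided exact permutation tests over the 924 assignments of the libraries. Principal components and clusters (Euclidean distance, complete linkage) used the 500 most variable genes. Figures were drawn with matplotlib 3.10.9 in Python 3.11.15 (numpy 2.4.6).

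The sample groups, the tests, 31 gene lists, the alternatives and the rule for the genes named were fixed before the data were examined. The rule takes every gene that the paper names for these data, the 8 largest rises and 8 largest falls among changed genes with a symbol, a mean of at least 50 normalised counts and no overlap between the genotypes, up to 4 members with the smallest p of each list described, and *nr3c1*. The values that the paper prints had been seen by then. Lists were compared with the other genes by camera with a preset correlation of 0.01, adjusted over the 31 lists, and again with an estimated correlation. At the preset correlation, 38 of 100 splits of the libraries, the real one included, shifted at least the 11 lists of the real split. A call at that correlation therefore does not by itself exclude chance. The lists cover chaperones, co-chaperones, TRiC and prefoldin, small heat shock proteins, endoplasmic reticulum stress, the circadian clock, glucocorticoid-induced genes, immediate-early genes, the HPI axis, feeding peptides, monoamines, DNA methylation, inflammation, cholesterol, fatty acids, glycolysis, markers of 10 cell types or tissues, proliferation, ribosomal proteins, the respiratory chain, the mitochondrial genome and the proteasome.

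The alternatives were pseudocounts of 0.5 and 5, no filter and a stricter filter (a mean of at least 100 normalised counts), upper-quartile and total-count scaling, a replicate block, edgeR (4.0.16) and DESeq2 (1.42.0) on the recovered reads, limma without the trend, fry, and other distances and linkages. DESeq2 with no filter and a fit without wild-type replicate 1 were added after seeing the data. The limma fit was tested on simulated counts over 19912 genes, 50 of them changed at each fold. It called 4% of genes changed 1.25-fold, 50% of those changed 1.5-fold, 70% at 2-fold and 96% at 4-fold, with 4 unchanged genes called. On the same simulated counts edgeR called 4%, 48%, 70% and 96% of these genes, with 4 unchanged genes called, and DESeq2 18%, 66%, 76% and 96%, with 37 unchanged genes called. Far fewer genes changed in the simulation than in the data, which makes the adjusted threshold stricter there. These rates therefore do not carry over to the data, though small changes were the ones most often missed.

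Chromosomes came from matching 16968 gene IDs by symbol to a RefSeq gene table and from the order of genes in the deposited tables, which placed 98.3% of the IDs. Paralogs and overlapping genes may share reads, and the strand setting of the counting is not given in the sources used here. The methylation, behaviour and in situ experiments, and the ontology and disease enrichments, were not analysed here. Of the list members that the rule takes, the text gives examples and not all, and 1 gene that it takes was left out and is not reported here.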

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

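The tests of distance to *nr3c1* by circular shifts, of the shares of the other chromosomes, of equal numbers of genes in each split and of the position of genes 20-fold apart were chosen only after the result was seen.

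Among changed genes with no overlap between the genotypes and a mean of at least 50 normalised counts in the higher one, 13 were at least 20-fold apart, 10 lower in mutant and 3 lower in wild-type brains. Of these, 6 lie within 2 places of another in the gene order, such as si:dkey-9c18.3 and adgre9 or *klf9* and si:dkey-201c13.2, against at most 4 in 10000 random sets of the 16912 genes at or over that mean (permutation p = 1e-04, the smallest they can give), and without that minimum 13 of 21 do (highest of the random sets 4). This is what haplotypes fixed between the groups away from *nr3c1* may leave. Of the 13, or of the 21, 0 were placed on the chromosome of *nr3c1*, and ACADSB (ENSDARG00000098174), among the 13, was placed on none. The paper describes the fish as siblings from crossed heterozygotes, in which loci not linked to *nr3c1* would not be expected to be fixed by genotype. Whether both groups came from the same crosses is not stated. Reads shared between adjacent genes, and regulation of neighbours by GR, were not tested and stay open.

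Changed genes were more frequent on the chromosome that carries *nr3c1*, 167 of 708 (23.59%) against 3318 of 19140 (17.33%) elsewhere (odds ratio 1.472, 95% interval 1.225 to 1.762, Fisher's exact test, p = 3.526e-05). The other splits of the libraries called too few genes to test this (1 of 100 splits, the real one, reached 167, highest other 0), but among equal numbers of genes with the smallest p 3 of 100 splits, the real one included, held as many there (highest other 174), under 5% of them, so chance is excluded at that level only. A linked haplotype could give this, but changed genes did not lie detectably nearer to *nr3c1* (p = 0.22, one-sided permutation test over all circular shifts), with 21.77% changed within 100 places, 34.15% beyond 100 and up to 200, 36.77% beyond 200 and up to 300 and 12.72% beyond that, so that the lowest share lies farthest away, as linkage needs, but the highest does not lie nearest. Fisher's test takes the genes as independent, and its p and interval leave out the spread between chromosomes. Over the 25 chromosomes the shares ran from 12.13% to 24.63% (SD 3.267), and that of *nr3c1* ranked 2. Another chromosome thus reached 24.63%, so other reasons for unequal shares are not excluded. Linkage and an effect of GR cannot be told apart here, since the genotype sets both.

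Normalised totals were lower in each mutant library. Without the 50 most abundant genes the totals still differed (two-sided exact permutation test, p = 0.00216), with 61.9% of the difference left, which argues against a few abundant genes as the whole cause. The authors' scaling assumes that most genes do not change, and whether mutant brains hold less RNA could not be measured from these values.

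In 22 of 396 groups of 6 libraries 1 library stood apart, its gap to the next, as a part of the range, over Dixon's critical value, where chance gives about 5% of groups. The gap was 0.645 for hsp90aa1 in wild-type library 7, 0.651 for OTP (ENSDARG00000014201) in wild-type library 3 and 0.725 for *hmgcs1* in mutant library 1. In wild-type library 1 it was 0.653 for CRY1 (ENSDARG00000045768), 0.683 for SNAP25 (ENSDARG00000058117) and 0.737 for SLC17A7 (ENSDARG00000016480). In wild-type library 5 it was 0.809 for si:ch211-114l13.1, 0.656 for si:dkey-9c18.3, 0.689 for si:dkey-88n24.5 and 0.862 for *psma4*. In mutant library 2 it was 1 for si:ch211-114l13.1, where the others held 0 reads, 0.674 for *hsd20b2* and 0.718 for SOCS3 (ENSDARG00000026611). In mutant library 3 it was 0.662 for *ddit4*, 0.729 for ACADSB (ENSDARG00000076780), 0.629 for ITM2C (ENSDARG00000039650) and 0.738 for *hspb15*. In mutant library 4 it was 0.653 for GADD45G (ENSDARG00000019417), 0.645 for *pfkfb4a* and 0.724 for *kdrl*, and in mutant library 6 it was 0.706 for *mcm7* and 0.677 for *ccnb1*.

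Among genes that the paper does not discuss, the log2 rises were 4.59 for zgc:113274, 3.25 for si:dkey-238k10.1, 3.06 for si:dkeyp-94g1.1, 2.87 for pcdh1g1, 2.49 for si:dkey-181d19.3 and 2.17 for CTHRC1 (ENSDARG00000087198).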

How the results depend on the processing

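The fit without wild-type replicate 1 and DESeq2 with no filter were chosen after seeing the data. The test of PC1, the count of changed genes apart from the block, and the direction of the top 25 (19 to 24 lower) kept their side of the threshold under every alternative run for them. The 3523 changed genes ranged from 2324 to 4484, and the majority direction turned under upper-quartile and total-count scaling. With the stricter filter 769 genes passed the additional fold threshold. The replicate block used the 5 shared library numbers, and it left 2324 changed genes. With each genotype's mean taken off each gene, same-numbered libraries correlated at -0.149 to 0.08, and none correlated best with its own number. These values show no sign of a pairing, and the labels state none, but a shared batch is not excluded. With an estimated correlation 1 list passed, against 11. In fry, which does not compare a list with other genes, the lists of ribosomal proteins (0.0958) and the respiratory chain (0.408) no longer passed, and those of the HPI axis (0.0322), monoamines (0.0211) and fatty acids (0.0295) did. Clusters matched genotype for 12 of 12 libraries with average linkage, 12 with all genes and 12 with Pearson distance, against 11.

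These values turned direction, none past the threshold, and the cause was not tested. Total-count scaling turned CRY1 (ENSDARG00000045768) to 0.0431, SNAP25 (ENSDARG00000058117) to 0.0412 and PLPP1 (ENSDARG00000053381) to 0.0427. The block turned CRY1 (ENSDARG00000045768) to 0.0094 and NR2F1 (ENSDARG00000017168) to -0.0112, and leaving out wild-type replicate 1 turned sil1 to -0.0333. The lists (adjusted p) were DNA methylation (stricter filter 0.9149, DESeq2 0.7168, DESeq2 with no filter 0.7031, fry 0.6236), glycolysis (stricter filter 0.9699, block 0.7671), photoreceptors (upper-quartile 0.9996, total-count 0.6358, edgeR 0.8877, DESeq2 0.9643, DESeq2 with no filter 0.9689, without replicate 1 0.9062), neurons (total-count 0.8818), muscle and skin (total-count 0.8991), proliferation (total-count 0.8991, DESeq2 0.4163, DESeq2 with no filter 0.5111, fry 0.4516), proteasome (total-count 0.6358, block 0.9269) and radial glia (block 0.9269).

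Of the 192 named genes tested, 171 kept direction and call under total-count scaling, 11 lost and 7 gained it. Under the block, 166 kept both, 20 no longer passed, 4 passed anew and 2 turned. With upper-quartile scaling 188 kept both, with DESeq2 179, and without replicate 1 184.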

Differences from the paper's values

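The paper's rank of *fkbp5* is 87 and the rank here was 50. Of the alternatives set before the data were examined, edgeR (114), DESeq2 (87) and limma without a trend (59) came within 1.5 times of it, and the others (21 to 51) did not. The paper's adjusted p of *fkbp5* is 8.96e-23 and its p 3.45e-25, against 1.49e-06 and 3.71e-09 here. The paper's adjusted p of *foxred2* is 1.88e-05, against 0.00320 here, and that of *lpar6a* 1.30e-04, against 0.00508 for LPAR6 (ENSDARG00000062552). DESeq2 on the recovered reads came within 1.5 times of each (7.77e-23, 3.39e-25, 1.81e-05 and 1.34e-04), and no other alternative set before the data were examined did. DESeq2 with no filter, chosen after seeing the values, gave 8.95e-23, 3.447e-25, 1.877e-05 and 1.302e-04, and 4484 changed genes. It lost 0 of the 56 genes named in the paper that limma called and called 5 more. The paper's methods name DESeq2. The other gene that could be *lpar6a*, LPAR6 (ENSDARG00000069441), ranked 9943 in that fit with an adjusted p of 0.303.

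The paper names *clocka*, *otpa*, *snap25a* and *creb1b* as changed. No gene listed as CLOCK, OTP or SNAP25, nor creb1, passed in limma, at adjusted p of 0.0649, 0.0809, 0.190 and 0.0557 for the nearer ID of each. DESeq2 called CLOCK (ENSDARG00000011703) (0.0334), OTP (ENSDARG00000014201) (0.0283), SNAP25 (ENSDARG00000020609) (0.0197) and creb1 (0.0105), and DESeq2 with no filter called the same IDs (0.0366, 0.0312, 0.0207 and 0.0118). On simulated counts with far fewer changed genes than the data, DESeq2 with the filter called 37 unchanged genes and limma 4. This does not tell whether these DESeq2 calls are false. CLOCK (ENSDARG00000011703) was also called with upper-quartile (0.04997) and total-count scaling (0.0324) and with the replicate block (0.0471), OTP (ENSDARG00000014201) with total-count scaling (0.0317) and the block (0.0410), and creb1 with the stricter filter (0.0494) and edgeR (0.0433). CLOCK (ENSDARG00000003631) was called without wild-type replicate 1 (0.0478), chosen after seeing the values, which lost 1 of the 56. Of the 15 gene IDs matched to the circadian genes named in the paper's discussion, 4 were higher, 8 lower and 3 did not pass.

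The paper counts *foxg1b* within its top 30 and *tor1l1* among its chaperone genes. *foxg1b* ranked 32, and *tor1l1* lay below the filter. The paper states that more genes fell than rose. This held in limma at the deposited scaling. It also held in edgeR (1524 rose and 1934 fell), which scaled the recovered reads by its own method, and in DESeq2 (1958 rose and 2448 fell). DESeq2 scaled them by median of ratios, as the authors had for the deposited values, so it is no separate check of the scaling. But with upper-quartile scaling 1795 rose and 1729 fell, and with total-count scaling 3026 rose and 1309 fell.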

Other observations

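The tests of other splits of the libraries were set before their results were seen, but that of equal numbers of genes, DESeq2 with no filter and the fit without wild-type replicate 1 were chosen after. Of 91 ribosomal protein genes 15 fell, 0 rose and 76 did not pass in limma (21 lower and 2 higher when adjusted over the list alone), and the list was shifted down in camera (adjusted p = 2.07e-08, adjusted p = 0.728 with an estimated correlation). With total-count scaling 4 rose and 2 fell and with upper-quartile scaling 2 rose and 4 fell, so the direction of their calls depends on the scaling. DESeq2 called 23 lower and 2 higher, while 4 fell with no filter, 3 without the mean-variance trend and 4 without wild-type replicate 1. Of 101 nuclear genes of the respiratory chain 8 fell and 1 rose (2 lower and 0 higher when adjusted over the list alone, camera adjusted p = 0.0172, adjusted p = 0.902 with an estimated correlation), and with total-count scaling 2 fell and 1 rose. Without the mean-variance trend, and without wild-type replicate 1, 5 fell and 0 rose. The shift of this list was lost with total-count scaling (0.261, median log2 fold change 0.02) and with DESeq2 (0.0556). Of 13 genes of the mitochondrial genome 0 changed in limma (0 when adjusted over the list alone, 2 at an unadjusted p under 0.05, 0 in edgeR and 1 in DESeq2, camera adjusted p = 0.110). Of 45 proteasome genes 3 fell and 1 rose (2 lower and 1 higher when adjusted over the list alone, camera adjusted p = 0.574), which turned to 1 and 5 with total-count scaling, while DESeq2 called 6 lower and 1 higher. The proteasome gene *psmb10* fell from 563 ± 145 to 157 ± 164 normalised counts (SD, n = 6 each, adjusted p = 0.00790). Of 48 genes of inflammation 6 rose and 4 fell (6 and 4 when adjusted over the list alone, camera adjusted p = 0.450), with 2 falling with no filter and in edgeR and 9 in DESeq2. The paralogs of SOCS3, a feedback inhibitor of cytokine signalling, moved apart, with SOCS3 (ENSDARG00000025428) at 2303 ± 646 and 546 ± 431 and SOCS3 (ENSDARG00000026611) at 264 ± 33.6 and 729.5 ± 477 (SD, n = 6 each, adjusted p = 0.00160 and 0.00550). The latter stood at 1687 in mutant library 2 and at 434 to 637 in the other mutant libraries.

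Markers of cell types moved as follows. Of 25 radial glia and astroglia markers 4 rose and 4 fell (5 and 5 when adjusted over the list alone, camera adjusted p = 0.782). GLUL (ENSDARG00000100003), a glutamine synthetase, fell from 13219 ± 3186 to 5289 ± 397 (SD, n = 6 each, adjusted p = 2.72e-05). Of 30 endothelial and pericyte markers 6 rose and 2 fell (8 and 2 when adjusted over the list alone, camera adjusted p = 0.108), with 10 rising and 1 falling under total-count scaling. Of 27 microglia markers 1 rose and 3 fell (1 and 3 when adjusted over the list alone, camera adjusted p = 0.0513, adjusted p = 0.821 with an estimated correlation). DESeq2 called 6 microglia markers lower and 1 higher. The microglia list was shifted down with no filter (0.0278), upper-quartile (0.0355) and total-count scaling (0.0136), the replicate block (0.0320), edgeR (0.0300) and DESeq2 with no filter (0.0473). Of 18 oligodendrocyte markers 2 rose and 1 fell (2 and 1 when adjusted over the list alone, camera adjusted p = 0.458). Of 24 neuron markers 1 rose and 1 fell (1 and 1 when adjusted over the list alone, camera adjusted p = 0.556, direction down, median -0.03 and mean 0.05), and of 10 glutamatergic and GABAergic markers 1 fell (0 when adjusted over the list alone, camera adjusted p = 0.205). Of 9 erythrocyte markers 1 rose and 2 fell (1 and 2 when adjusted over the list alone, camera adjusted p = 0.793, direction down, median 0.20), of 20 muscle, skin and olfactory markers 1 fell (1 when adjusted over the list alone, camera adjusted p = 0.556), and of 20 photoreceptor markers 0 changed in limma (0 when adjusted over the list alone, 0 at an unadjusted p under 0.05, 0 in edgeR and 0 in DESeq2, camera adjusted p = 0.841). Of 14 pituitary markers 2 rose and 0 fell (2 and 0 when adjusted over the list alone, camera adjusted p = 0.216, adjusted p = 0.902 with an estimated correlation), with 4 rising in DESeq2, a list shifted up with no filter (0.0309), edgeR (0.0178), DESeq2 (0.0187) and DESeq2 with no filter (0.0011). *pomc* had 221 ± 117 normalised counts in wild-type and 3143 ± 3135 in mutant brains (SD, n = 6 each, adjusted p = 0.0387). This call was lost without the mean-variance trend (0.0610), without wild-type replicate 1 (0.0505) and with the replicate block (0.108). Of 36 proliferation genes 3 rose and 5 fell (3 and 5 when adjusted over the list alone, camera adjusted p = 0.832, direction up, median 0.09 and mean -0.01), and with total-count scaling 5 rose and 3 fell. With total-count scaling 5 radial glia and astroglia markers rose and 2 fell, 4 oligodendrocyte markers rose and 1 fell, and 3 neuron markers rose and 1 fell. Without the mean-variance trend 2 radial glia and astroglia markers rose and 2 fell. Of 5 gene IDs matched to genes that the paper names for a pair of differentially methylated regions, 0 changed in limma (1 at an unadjusted p under 0.05, 0 in edgeR and 0 in DESeq2). The 1 was *enox2*, on the chromosome that carries *nr3c1*, at 851 ± 71.5 and 764 ± 51.0 (SD, n = 6 each, adjusted p = 0.130).

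Other splits of the 12 libraries into groups of 6 were fitted, 100 of the 462 possible. The 3523 changed genes were reached by 1 split, the real one, with 4 genes the highest of the others. This excludes chance only at the level of 1 in 100 splits. The same held for the 1280 genes past the fold threshold (1 split, highest other 4). Every other split fitted mixed the genotypes within its groups, which widens their spread, so the size of these gaps adds nothing. A difference between the tanks would pass this test as well. The 232 changed members of the lists were reached by 1 split (highest other 0), which tests nothing further, since the others called too few genes. Among equal numbers of genes with the smallest p, 9 splits held as many members (highest other 265), so chance is not excluded. A majority of 20 among the top 25 genes was reached by 14 splits (highest other 24), and 11 shifted lists by 38 splits (highest other 16), so chance is not excluded for these.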
